# A chemical potentiator of copper-accumulation used to investigate the iron-regulons of *Saccharomyces cerevisiae*

**DOI:** 10.1111/mmi.12661

**Published:** 2014-06-15

**Authors:** Andrew W Foster, Samantha J Dainty, Carl J Patterson, Ehmke Pohl, Hannah Blackburn, Clare Wilson, Corinna R Hess, Julian C Rutherford, Laura Quaranta, Andy Corran, Nigel J Robinson

## Abstract

The extreme resistance of *Saccharomyces cerevisiae* to copper is overcome by 2-(6-benzyl-2-pyridyl)quinazoline (BPQ), providing a chemical-biology tool which has been exploited in two lines of discovery. First, BPQ is shown to form a red (BPQ)_2_Cu(I) complex and promote Ctr1-independent copper-accumulation in whole cells and in mitochondria isolated from treated cells. Multiple phenotypes, including loss of aconitase activity, are consistent with copper-BPQ mediated damage to mitochondrial iron–sulphur clusters. Thus, a biochemical basis of copper-toxicity in *S. cerevisiae* is analogous to other organisms. Second, iron regulons controlled by Aft1/2, Cth2 and Yap5 that respond to mitochondrial iron–sulphur cluster status are modulated by copper-BPQ causing iron hyper-accumulation via upregulated iron-import. Comparison of copper-BPQ treated, untreated and copper-only treated wild-type and *fra2*Δ by RNA-seq has uncovered a new candidate Aft1 target-gene (*LSO1*) and paralogous non-target (*LSO2*), plus nine putative Cth2 target-transcripts. Two lines of evidence confirm that Fra2 dominates basal repression of the Aft1/2 regulons in iron-replete cultures. Fra2-independent control of these regulons is also observed but *CTH2* itself appears to be atypically Fra2-dependent. However, control of Cth2-target transcripts which is independent of *CTH2* transcript abundance or of Fra2, is also quantified. Use of copper-BPQ supports a substantial contribution of metabolite repression to iron-regulation.

## Introduction

In organisms other than *Saccharomyces cerevisiae*, copper toxicity is typically attributed to damage caused by reactive oxygen species and/or, relatively more recently discovered, damage to iron–sulphur clusters (Imlay, 2003; Macomber and Imlay, 2009). However, *S. cerevisiae* shows a remarkably high level of resistance to copper. It has been suggested that such copper-resistance was selected due to the spraying of vines with copper salts and perhaps due to the use of copper containing fermenters and storage vessels (Mortimer, 2000). *S. cerevisiae* has multiple genes encoding copper-binding metallothioneins and surplus metals are also sequestered within vacuoles (Fogel and Welch, 1982; Culotta *et al*., 1994; Li *et al*., 2001; Rees *et al*., 2004). Ace1 regulates the metallothionein genes *CUP1* and *CRS5* in response to copper (Gross *et al*., 2000), while Mac1 activates a second copper-regulon when copper becomes limiting (Gross *et al*., 2000). A programme to identify agronomically relevant antifungal compounds, discovered that 2-(6-benzyl-2-pyridyl)quinazoline (BPQ), controlled leaf spot diseases, rusts and *Oomycete* pathogens such as *Phytophthora infestans*. Crucially BPQ action appeared to be influenced by copper. We were initially tasked to confirm, or otherwise, that toxicity of this candidate anti-fungal compound is potentiated by copper (and *vice versa*) and then to explore its mode of action. This in-turn revealed that copper-BPQ could be exploited as a reagent to explore (i) the biochemistry of copper-mediated cell damage and (ii) gene regulation in response to functional iron-deficiency.

These studies discovered that copper-BPQ potentiates damage to mitochondrial iron–sulphur clusters and therefore disrupts iron homeostatic signalling. These effects made it possible to use copper-BPQ to evaluate aspects of iron regulation in *S. cerevisiae*. Several mechanisms are known to remodel the transcriptome of *S. cerevisiae* in response to iron status (Yamaguchi-Iwai *et al*., 1995; 1996; Blaiseau *et al*., 2001; Rutherford *et al*., 2001; 2003; Shakoury-Elizeh *et al*., 2004; Courel *et al*., 2005; Puig *et al*., 2005; 2008; Li *et al*., 2008; Ihrig *et al*., 2010). Somehow these must work in concert, with different relative contributions to different gene-targets. Dominant contributors to enhanced gene expression under low iron conditions are Aft1 and Aft2. These proteins activate regulons which encode proteins involved in iron uptake, mobilization of iron stores and switching metabolism to iron-sparing alternatives, which are less demanding of iron (Yamaguchi-Iwai *et al*., 1995; 1996; Martins *et al*., 1998; Foury and Talibi, 2000; Yun *et al*., 2000; Protchenko *et al*., 2001; Rutherford *et al*., 2001; 2003; Portnoy *et al*., 2002; Stadler and Schweyen, 2002; Shakoury-Elizeh *et al*., 2004; Courel *et al*., 2005; Puig *et al*., 2008). Aft1 and Aft2 are withheld from DNA by complexes dependent on Grx3, Grx4, Fra1 and Fra2 in combination with iron–sulphur clusters (Ojeda *et al*., 2006; Pujol-Carrion *et al*., 2006; Kumánovics *et al*., 2008; Li *et al*., 2009; Mühlenhoff *et al*., 2010; H. Li *et al*., 2011). Formation of these complexes depends upon the substrate of mitochondrial exporter Atm1. The Atm1-substrate is derived from iron–sulphur clusters synthesized in mitochondria (Chen *et al*., 2004; Rutherford *et al*., 2005; Hausmann *et al*., 2008). As iron becomes deficient, synthesis of clusters declines, Atm1 exports less substrate and so less of the complexes are formed, enabling the Aft-proteins to activate their respective regulons (Outten and Albetel, 2013). Mutants missing the Msn5 nuclear exporter, which has been shown to export Aft1 under iron replete conditions (Ueta *et al*., 2007), still show low-iron dependent activation of the Aft-regulons implying that regulation can also occur within the nucleus, with shuttling to/from the cytosol not being obligatory (Ueta *et al*., 2012). Moreover, in a Fra2 deletion mutant depletion of iron still further enhances nuclear localization of an Aft1–GFP construct (Kumánovics *et al*., 2008). During the revision of this manuscript a crystal structure of DNA-bound Aft2 was reported along with evidence that binding to iron–sulphur clusters promotes Aft2 dimerization and weakens *K*_DNA_ (Poor *et al*., 2014).

One Aft1/2 target is *CTH2* which negatively regulates a further subset of genes by binding to elements in 3′ untranslated regions (UTR) to encourage transcript degradation (Puig *et al*., 2005; Pedro-Segura *et al*., 2008). The abundance of Cth2 target transcripts thus declines under iron limiting conditions (Puig *et al*., 2005). Additionally, because a number of metabolic pathways depend upon iron in the form of iron–sulphur clusters, haem, or mono-/di-nuclear non-haem iron, flux through these pathways declines under iron deficiency (Shakoury-Elizeh *et al*., 2010; Philpott *et al*., 2012). In consequence, gene expression changes due to altered feedback control via fluctuations in the levels of these regulatory metabolites (Shakoury-Elizeh *et al*., 2004; Ihrig *et al*., 2010). Finally, when the substrate of Atm1 is abundant, under iron-surplus conditions, a regulatory di-sulphide bond forms within another regulator, Yap5, which in turn activates a further subset of genes whose products sequester surplus iron (Ccc1 and Tyw1) plus *GRX4* (Li *et al*., 2008; L. Li *et al*., 2011; Li *et al*., 2012; Pimentel *et al*., 2012). The latter is of further interest because Grx4 contributes towards the inhibition of Aft1 and Aft2 regulated gene expression, although it is anticipated that this makes only a minor contribution to the output of the Aft-regulons. Here we document many of the above mechanisms via treatment with the new experimental reagent copper-BPQ. New components of the iron regulatory circuitry are discovered and contributions of multiple iron-responsive pathways are evaluated.

## Results

### Copper toxicity is potentiated by 2-(6-benzyl-2-pyridyl)quinazoline

Growth of aerobic liquid cultures of *S. cerevisiae* in glucose-containing medium is inhibited as a function of [BPQ] in the presence of surplus copper (100 μM) with 1.7 μM BPQ resulting in ∼ 50% growth inhibition at this elevated copper concentration (Fig. S1). Figure 1 shows that growth of *S. cerevisiae* remains uninhibited by concentrations of copper as high as 5 mM, sufficient to turn the growth medium green (Fig. 1, inset). Crucially, in the presence of BPQ (4 μM) sensitivity to copper now becomes evident (Fig. 1). Thus BPQ renders copper atypically toxic to *S. cerevisiae*.

**Fig. 1:**
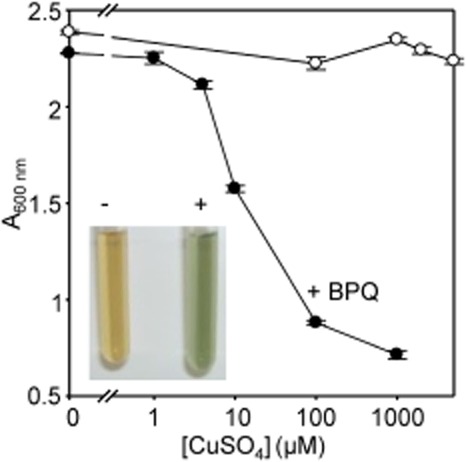
BPQ potentiates copper toxicity toward *S. cerevisiae*. Growth yield following culture (9 h) of wild type *S. cerevisiae* in liquid YPAD supplemented with increasing concentrations of CuSO_4_ in the presence (closed symbols) and absence (open symbols) of 4 μM BPQ. Mean values from three cultures (± SD). Inset, liquid YPAD supplemented with 0 (−) or 5 (+) mM CuSO_4_.

### Copper forms a red (BPQ)_2_Cu(I)-complex

The possibility that BPQ binds copper was explored. After addition of Cu(II) to BPQ a red complex appeared with time (Fig. 2A). Titration of BPQ with Cu(I) generated by reduction with hydroxylamine [or with Cu(I) chloride under strictly anaerobic conditions in an anaerobic chamber] immediately generated a similar red solution with an absorbance maximum at 505 nm (Fig. 2B, inset). The feature saturated on addition of 0.5 equivalents of Cu(I) (Fig. 2C). After removal from anaerobic conditions (without hydroxylamine) the colour persisted in air for at least 60 h. To gain insight into whether or not BPQ binds Cu(I) tightly, it was competed against an excess of glutathione. BPQ withholds Cu(I) from a 500-fold excess of reduced glutathione (Fig. S2).

**Fig. 2:**
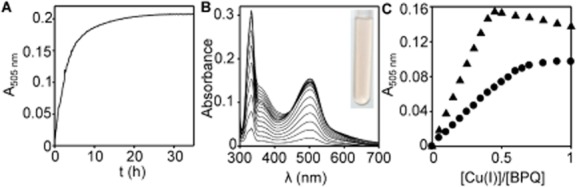
BPQ forms a red 2:1 complex with Cu(I).A. Absorbance at 505 nm (apo-subtracted) of an aerobic solution of BPQ (80 μM) upon addition of CuSO_4_ (160 μM).B. Apo-subtracted UV-vis spectra obtained upon titration of BPQ (80 μM) with Cu(I). Inset, solution of BPQ (80 μM) and Cu(I) (160 μM).C. Binding isotherm of the feature at 505 nm shown in B (triangles) and the binding isotherm produced in an analogous experiment performed in liquid YPAD rather than buffer (circles). Cu(I) in B and C was produced by the hydroxylamine method.

To further validate Cu(I)-binding in a 2:1 complex, an attempt was made to visualize a BPQ Cu(I) complex by X-ray crystallography. A cuprous complex, [Cu(BPQ)_2_]BF_4_, was obtained upon reaction of BPQ with [Cu(MeCN)_4_]BF_4_ and crystals generated by addition of CCl_4_. The molecular structure of crystalline [Cu(BPQ)_2_]BF_4_ is shown in Fig. 3 and supports the 2:1 ligand : metal stoichiometry suggested from aqueous titration (Fig. 2C). The geometry around the copper ion is distorted tetrahedral, since the bite angle of the ligand is only 81°, with a dihedral angle of 82.8° between the two Cu-ligand planes. The asymmetric unit contains two molecules of [Cu(BPQ)_2_]BF_4_ (Fig. S3); π-stacking interactions between the pyridyl-quinazoline rings of adjacent molecules are evidenced in the solid state structure and provide the crystal packing contacts. Coordinates have been deposited with the Cambridge Crystallographic Data Centre (Accession: CCDC 982656). In summary, BPQ forms a tight (Fig. S2), 2:1 cuprous complex (Fig. 3), and can catalyse the reduction of Cu(II) to Cu(I) ions (Fig. 2).

**Fig. 3:**
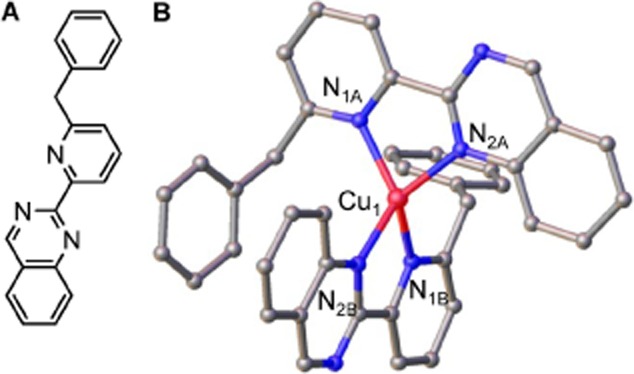
Crystal structure of the (BPQ)_2_Cu(I) complex.A. Chemical formula of BPQ.B. Ball-and-stick representation of the crystal structure of the (BPQ)_2_Cu(I) complex solved at 1 Å resolution. Carbon atoms are shown in grey, nitrogen atoms in blue and copper in red. H-atoms are omitted for clarity.

### Copper-BPQ treatment results in cellular and mitochondrial copper accumulation

To explore the basis of copper toxicity the copper content of copper-BPQ treated cultures was compared with the respective controls. Copper-BPQ treated cells accumulated ∼ 35-fold more atoms of copper per cell whereas cells treated with copper alone accumulated ∼ 2-fold more (Fig. 4A). Copper is known to accumulate in vacuoles, while essential copper-cofactors are delivered by copper-chaperones to the trans-Golgi network to supply secreted cupro-proteins, to superoxide dismutase and to cytochrome oxidase in mitochondria (Robinson and Winge, 2010). The latter compartment can be readily isolated by fractionation (Meisinger *et al*., 2006). Isolated mitochondria showed ∼ 35-fold increase in copper content (Fig. 4B), analogous to the increase in whole cells. A proportion of the additional copper may be sequestered as inert forms within vacuoles or bound to cytosolic metallothioneins.

**Fig. 4:**
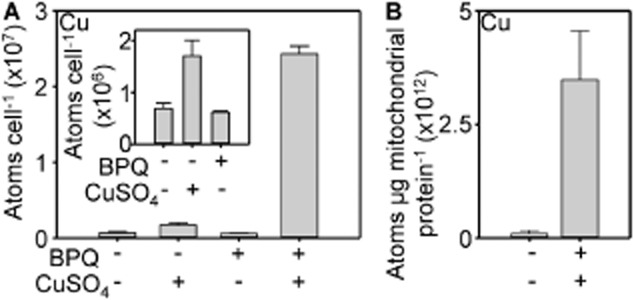
Copper-BPQ mediates a hyper-accumulation of copper.A. Copper content of wild type (5 h) in liquid YPAD supplemented with 100 μM CuSO_4_, 1.7 μM BPQ, both or neither as indicated. Inset, expanded y-axis for selected conditions.B. Mitochondrial copper content of wild type (5 h) in liquid YPAD supplemented with or without 100 μM CuSO_4_ and 1.7 μM BPQ as indicated. Mean values from three cultures (plus SD).

It is possible that BPQ acts as an ionophore entering cells in a complex with copper as in Fig. 3B, or some variant thereof. If a Cu(I) complex is the active form taken up by cells how does it acquire the reduced cuprous ions? One possibility is that Cu(I) is generated by extra-cellular (ferric/cupric) reductases such as Fre1/2. However, the kinetics of formation by BPQ of the feature at 505 nm, diagnostic of the cuprous-complex after addition of cupric ions (as CuSO_4_) could be sufficient for exogenous reduction of copper to be catalysed by BPQ itself (Fig. 2A). Moreover, the Cu(I) affinity of BPQ is tight enough to out-compete growth medium components (Fig. 2C). Thus it is possible that copper is reduced outside cells and then taken up as a complex. Notably, if all of the BPQ added to cultures was accumulated by cells, the ratio of accumulated copper : BPQ following 5 h exposure (analogous to Fig. 4A), is estimated to be 1.1:1, 0.75:1 and 1.3:1 in three separate experiments. These ratios are not inconsistent with Cu(I)-BPQ complexes forming exogenously and functioning as ionophores which enter membranes. Notably, saturation of binding in the presence of culture medium required more than 0.5 equivalents of Cu(I) (Fig. 2C), which could indicate substitution of the second molecule of BPQ with another adduct, thus enabling ratios to approximate to 1:1 rather than 0.5:1. If the ratios had been significantly higher than 1:1 (as subsequently observed for iron) it would have made this explanation for the mechanism of copper uptake less plausible.

Crucially, in support of BPQ acting as an ionophore, BPQ remains toxic to cells missing the high affinity copper importer Ctr1 (Fig. 5A). These mutant cells accumulate similar levels of copper (and iron) as wild type cells upon treatment with copper-BPQ (Fig. 5B and C). Furthermore, a molecule of 298 Da, assigned as BPQ, was detected by reversed phase HPLC and mass spectrometry exclusively in extracts from mitochondria isolated from wild type cells treated with copper-BPQ (Fig. 5D–F).

**Fig. 5:**
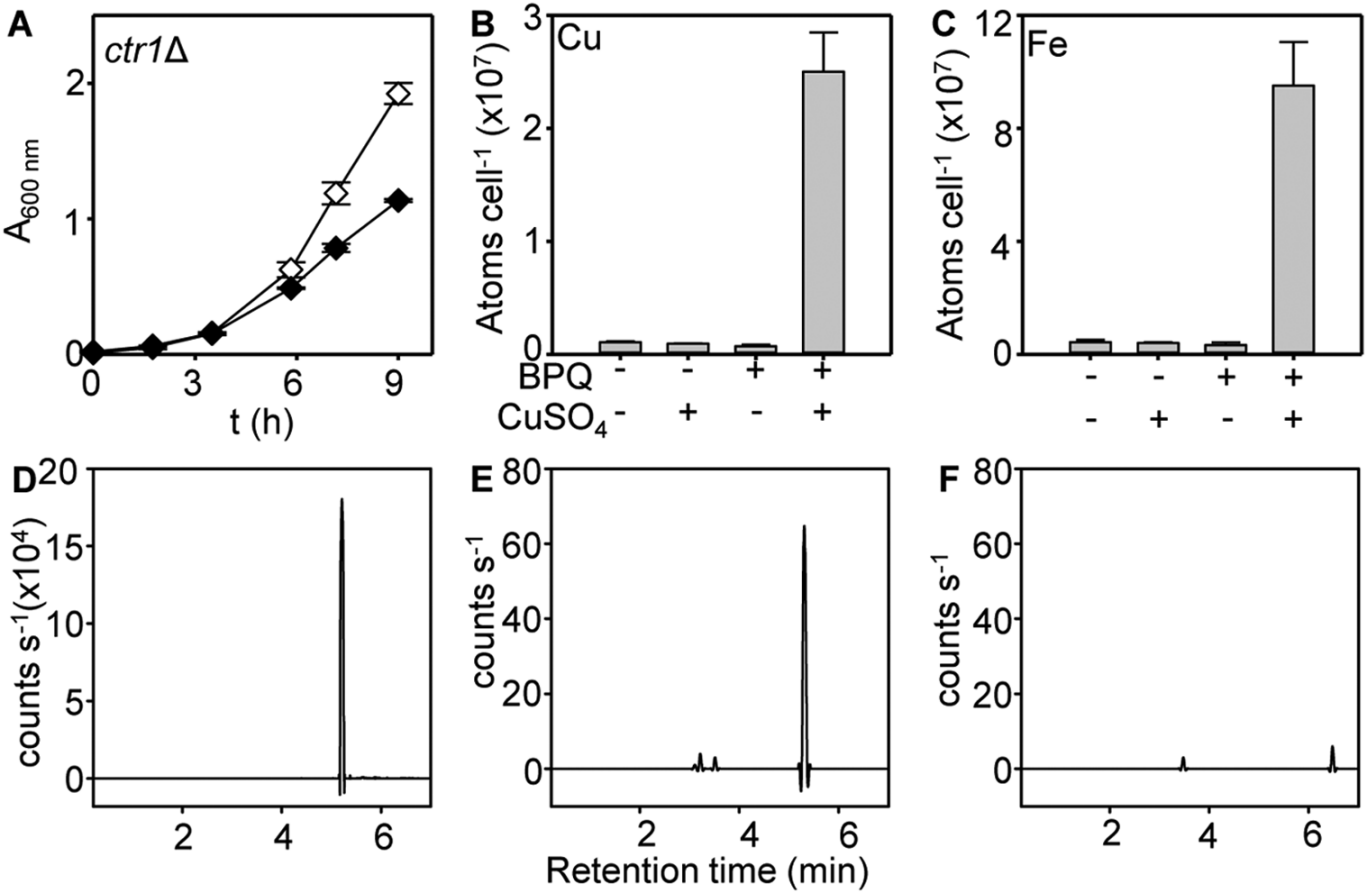
Copper-BPQ mediates a hyper-accumulation of copper and iron in *ctr1*Δ and BPQ can be detected in the mitochondria of copper-BPQ treated cells.A. Growth of *ctr1*Δ cells cultured in liquid YPAD supplemented with (closed symbols) or without (open symbols) BPQ (1.7 μM) and CuSO_4_ (100 μM). Mean values obtained from three cultures (± SD).B. Copper content of *ctr1*Δ (5 h) in liquid YPAD supplemented with 100 μM CuSO_4_, 1.7 μM BPQ, both or neither as indicated.C. Iron content of *ctr1*Δ cultured as in B. Mean values from three cultures (plus SD).D. BPQ (1 mM, 2 μl in methanol) LC-MS.E. LC-MS of extract from mitochondria isolated from cells cultured in 100 μM CuSO_4_ and 1.7 μM BPQ (5 h).F. LC-MS of mitochondrial extract from untreated cells.

### Copper-BPQ treated cells hyper-accumulate iron but not zinc

Figure 6A reveals that the number of atoms of iron per cell increases following exposure to BPQ and copper. The magnitude of iron accumulation is approximately four times greater than that of copper. This argues that the hypothesis proposed for copper transport by BPQ does not apply to iron, inferring that iron is unlikely to traverse membranes in complex with the compound (unless BPQ were recycled after liberating intracellular iron). Nonetheless, titration of BPQ with iron reveals spectral features consistent with an ability to bind iron and with binding constants tighter than micro molar for iron-BPQ complexes (Fig. S4). The iron content of mitochondria increases by ∼ 45-fold (Fig. 6B). The number of atoms of zinc per cell remains unaltered (Fig. 6C).

**Fig. 6:**
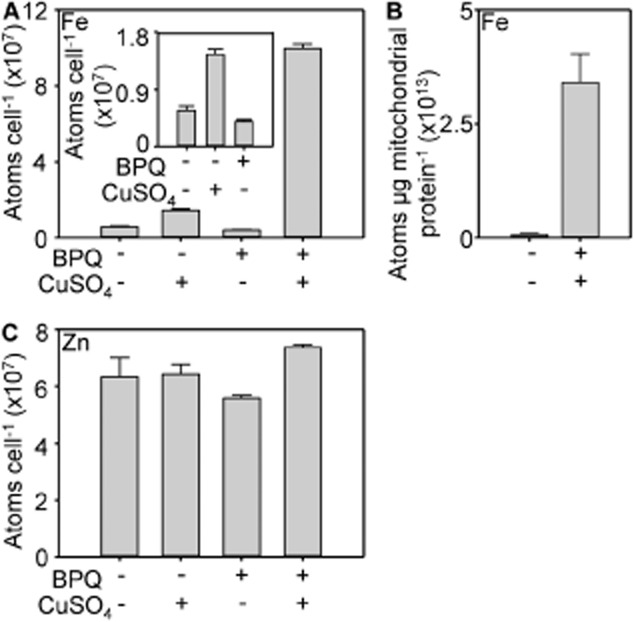
BPQ mediates hyper-accumulation of iron but zinc is unaltered.A. Iron content of wild type (5 h) in liquid YPAD supplemented with 100 μM CuSO_4_, 1.7 μM BPQ, both or neither as indicated. Inset, expanded y-axis for selected conditions.B. Mitochondrial iron content of wild type (5 h) in liquid YPAD supplemented with or without 100 μM CuSO_4_ and 1.7 μM BPQ as indicated.C. Zinc content of wild type cultured as in A. Mean values from three cultures (plus SD).

### Iron accumulation is symptomatic of damage to iron sulphur clusters

The magnitude of iron accumulation is suggestive of enhanced activity of iron-import pathways in treated cells rather than BPQ serving as an ionophore enabling uptake of an iron-BPQ complex. Moreover, it was initially speculated that such dis-regulation of iron uptake could be the basis of cell death. To investigate both of these suggestions, experiments were repeated in a mutant missing a component of the high affinity iron uptake pathway, the ferroxidase Fet3, and in a mutant missing the P_1_-type ATPase Ccc2 which supplies copper cofactor to Fet3 (Askwith *et al*., 1994; Yuan *et al*., 1995). Importantly, both strains remained sensitive to treatment relative to wild type (Fig. 7A). Both strains still accumulated similar amounts of copper as wild type (Fig. 7B and D), but iron hyper-accumulation was now absent (compare Fig. 7C and E with Fig. 6A plotted on equivalent scales). Thus, treatment enhances import via the high affinity iron-uptake pathway but this additional iron is a symptom, not a cause, of toxicity. Critically these data reveal that unlike the proposed mechanism for copper, iron is not trafficked into cells directly as a BPQ-complex, but rather iron is accumulated as a function of greater activity of the iron-import machinery.

**Fig. 7:**
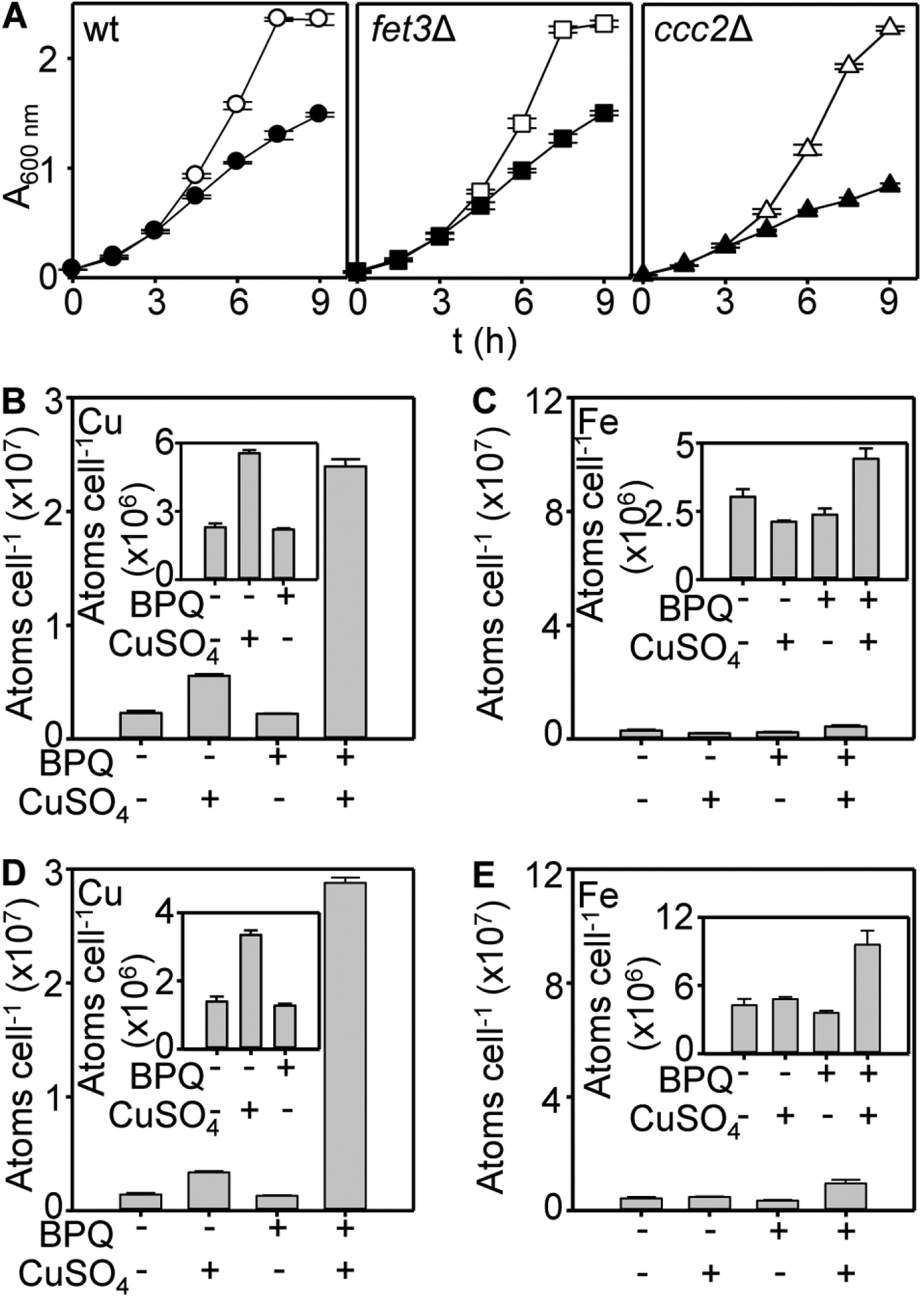
Iron hyper-accumulation depends on iron uptake pathways and is symptomatic of copper-BPQ toxicity.A. Growth of wild-type, *fet3*Δ and *ccc2*Δ cells cultured in liquid YPAD supplemented with (closed symbols) or without (open symbols) BPQ (1.7 μM) and CuSO_4_ (100 μM). Mean values obtained from three cultures (± SD).B. Copper content of *fet3*Δ (5 h) in liquid YPAD supplemented with 100 μM CuSO_4_, 1.7 μM BPQ, both or neither as indicated.C. Iron content of *fet3*Δ cultured as in B.D. Copper content of *ccc2*Δ cultured as in B.E. Iron content of *ccc2*Δ cultured as described in B. Insets show selected data from the main panels with an expanded y-axis. Mean values from three cultures (plus SD).

Expression of genes encoding proteins involved in iron-import, along with other genes that show altered expression in response to cellular iron status, was initially investigated by RT-PCR. The abundance of transcripts encoded by genes of the low-iron activated Aft1/2-regulons (including *FET3*, *CCC2, MRS4* and *ARN1*) increased in treated cells while those of the high-iron activated Yap5-regulon (including *CCC1*, *TYW1*, *GRX4*) showed some decrease (Fig. 8A). Crucially, both regulons respond to iron indirectly by detecting insufficiency/sufficiency of mitochondrial iron–sulphur clusters (Chen *et al*., 2004; Rutherford *et al*., 2005; Hausmann *et al*., 2008; Li *et al*., 2012).

**Fig. 8:**
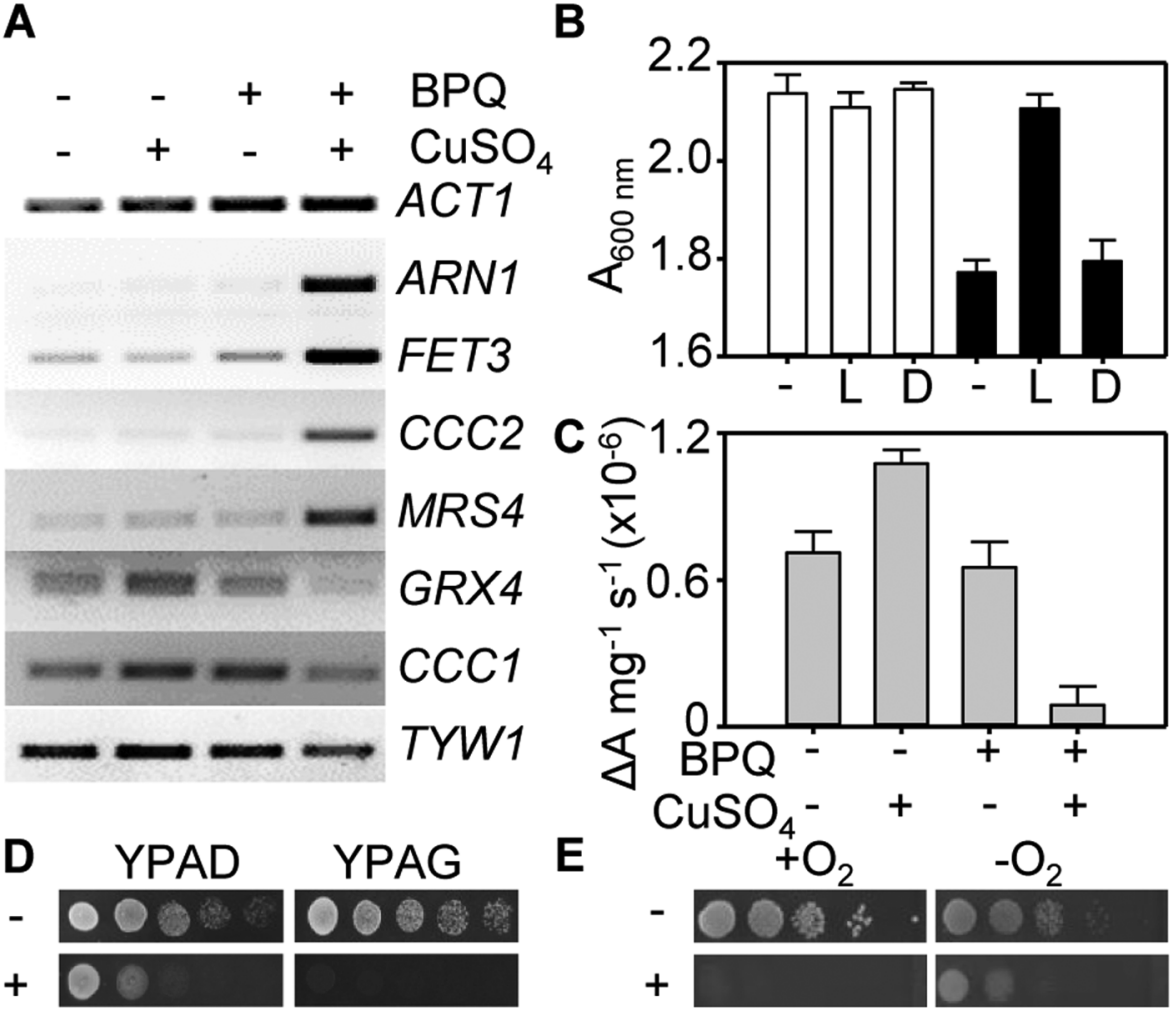
Phenotypes of cells treated with copper-BPQ imply damage to iron–sulphur clusters.A. Transcript abundance of Aft1/2 targets (*ARN1*, *FET3*, *CCC2*, *MRS4*) and Yap5 targets (*GRX4*, *CCC1*, *TYW1*) in a common population of RNA collected from wild type cells (5 h) in liquid YPAD supplemented with 1 μM BPQ, 100 μM CuSO_4_, neither or both as indicated. Analysis was performed by RT-PCR with *ACT1* loading control.B. Growth yield of wild type after 12 h in liquid minimal medium supplemented with 40 μg ml^−1^ l-lysine, 40 μg ml^−1^ d-lysine or neither as indicated. Cultures were additionally treated with (closed bars) or without (open bars) 1.7 μM BPQ and 100 μM CuSO_4_. Mean values from three cultures (plus SD).C. Specific aconitase activity in wild type cells (5 h) in liquid YPAD supplemented with 100 μM CuSO_4_, 1.7 μM BPQ, both or neither as indicated. Mean values from three cultures (± SD).D. Tenfold serial dilution of wild type cultures on solid YPAD or YPAG supplemented with or without 2.7 μM BPQ and 100 μM CuSO_4_ as indicated.E. Tenfold serial dilution of wild type on solid YPAD supplemented with 4 μM BPQ and 100 μM CuSO_4_ as indicated before growth under aerobic or anaerobic conditions.

Multiple phenotypes are consistent with impaired accumulation of iron–sulphur clusters in treated cells. In minimal media l-lysine, but not d-lysine, restores some growth to treated cells (Fig. 8B), lysine auxotrophy being a marker of insufficient iron–sulphur clusters (Gelling *et al*., 2008). This also indicates that damage to iron sulphur clusters is the cause of toxicity not merely a symptom. Second, aconitase activity (a marker for mitochondrial iron sulphur cluster protein activity) is severely impaired in cells treated with copper-BPQ (Fig. 8C). Third, cells become more sensitive on glycerol than on glucose containing medium (Fig. 8D), and finally they become more sensitive under aerobic than anaerobic conditions (Fig. 8E), both consistent with more severe lesions in respiratory relative to fermentative growth, again a marker of loss of iron–sulphur clusters and functional iron-deficiency (Shakoury-Elizeh *et al*., 2010). Loss of proton ATPase activity at the vacuolar membrane also triggers the Aft1/2 regulons even under conditions of iron sufficiency (Milgrom *et al*., 2007; Diab and Kane, 2013). The distinctive transcriptional fingerprint of such a response is the coincident elevation of expression of *TSA2*, thought to interact with Fra1 and modulate Aft1 (Diab and Kane, 2013). However, change in *TSA2* abundance is a negligible component of the RNA-seq fingerprint in cells exposed to copper-BPQ (Fig. 9), again consistent with direct damage to the iron–sulphur cluster machinery.

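*TSA2* (YDR453C) lies on the minus strand of chromosome IV from 1365072 to 1365662 in RefSeq R64, in a single coding exon. Its transcript abundance, in the authors' reads per kilobase per megaread mapped (RPKM), was 53.8 ± 1.38 (SD, n = 3 cultures) in untreated wild type and 89.5 ± 3.53 (SD, n = 3) after 5 h in 100 μM CuSO4 and 1.7 μM BPQ. The ratio was 1.67 (SD 0.0656, n = 3), against 26.8 (SD 3.59, n = 3) for *FIT1*, which had the largest increase among the transcripts of Table 1. On the log2(RPKM + 1) scale *TSA2* changed by 0.72 (standard error 0.0901, adjusted p = 7.9e-06 from limma with Benjamini-Hochberg adjustment over 6034 features), so the change exceeded the spread between cultures but stayed under 2-fold. With each culture left out in turn it stayed between 0.70 and 0.76, and the alternative that moved it most, quantile normalization, gave 0.65. With the replicate number of the labels as a block the limma adjusted p was 9.6e-06. In copper alone the RPKM of *TSA2* was 24.6 ± 2.38 (SD, n = 3), a log2 change of -1.10 (standard error 0.0901, adjusted p = 1.4e-08 from the same limma test), although the copper-alone libraries differ from the others in the features they list.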

**Fig. 9:**
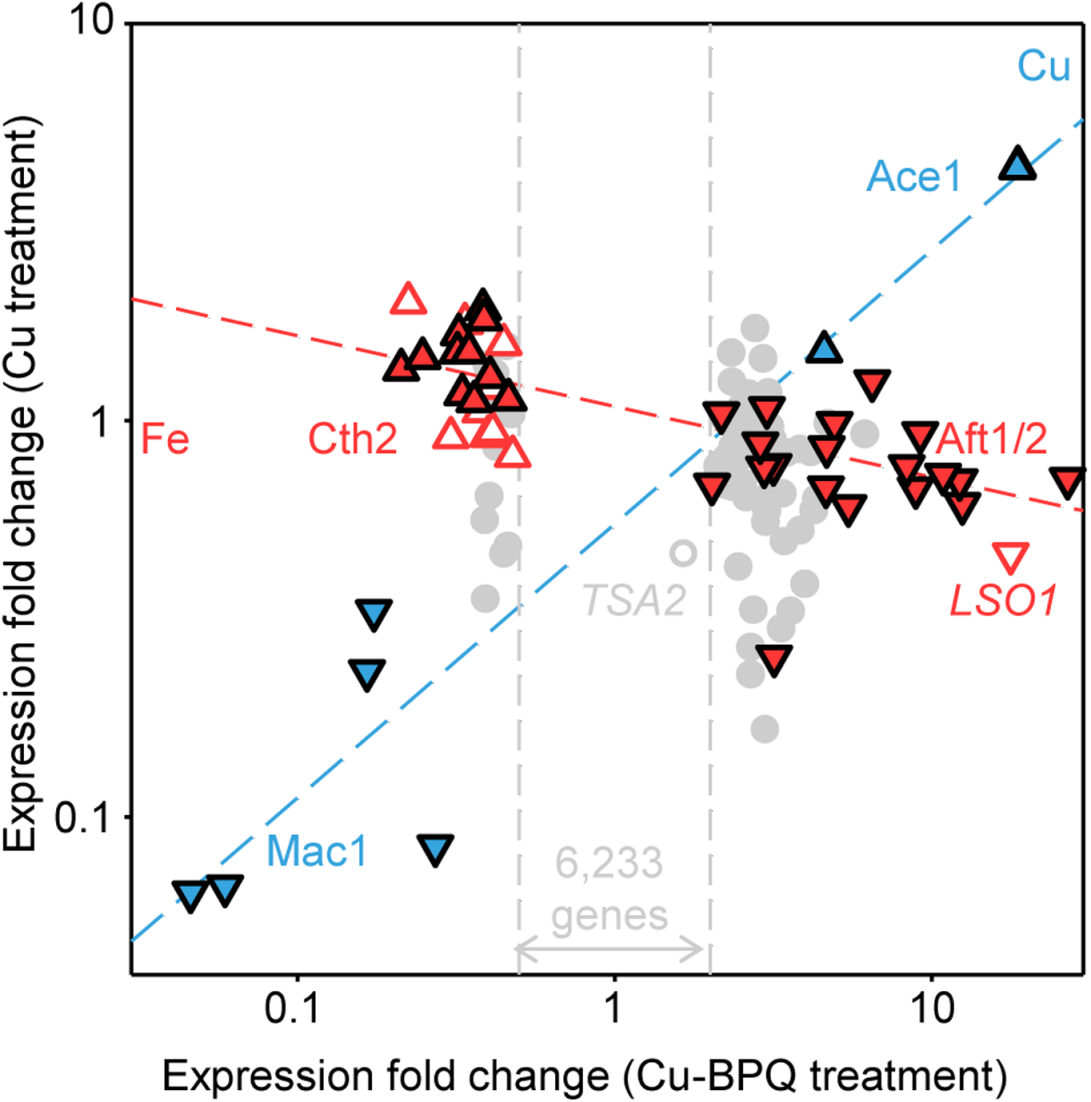
The transcriptional fingerprint following copper-BPQ is consistent with high copper and functional iron deficiency. Fold change in transcript abundance in wild type (5 h) in liquid YPAD supplemented with 1.7 μM BPQ and 100 μM CuSO_4_ (*x*-axis) or 100 μM CuSO_4_ alone (*y*-axis), relative to untreated cells. Each data point represents the mean change in transcript abundance, as determined by RNA-seq, and genes are included based on > 2-fold response to copper-BPQ (Tables S1 and S2). Colours represent membership of Ace1 and Mac1 regulons (copper responsive, blue) or Aft1/2 and Cth1/2 regulons (iron responsive, red), upregulation in response to high metal (triangle), downregulation (inverted triangle). Newly identified candidate Aft1/2 and Cth1/2 targets (open red symbols), genes for which metalloregulation is unknown (grey circles). *TSA2* is additionally shown. The red and blue lines are best fit through iron and copper regulated genes respectively.

### Transcriptomic analysis visualizes the fingerprints of low iron and high copper

To confirm that treatment with copper and BPQ causes functional iron-deficiency, modulating regulons responsive to iron–sulphur cluster status, RNA-seq was used to determine the number of copies of each transcript in untreated and copper-BPQ treated cells (GEO accession: GSE54045). 

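RNA was sequenced from 18 cultures, 3 for each of 6 combinations of strain and treatment. BY4741 is the laboratory strain of *S. cerevisiae* used throughout, and *fra2*Δ is a knockout in the same background. Each strain was left untreated or was exposed for 5 h in YPAD to 100 μM CuSO4 alone or to 100 μM CuSO4 with BPQ, the lipophilic copper ligand, at 1.7 μM in the paper and 1.68 μM in the sample labels. According to the labels, total RNA was selected for poly(A) tails before library preparation and was read from a single end on an Illumina instrument. The authors deposited an RPKM value for every listed feature in each library, with no counts. Neither the paper's text nor the labels name the aligner, the genome build, the annotation or the treatment of reads that map to several places.
Multiplied by the lengths of the exons in RefSeq R64, the RPKM values of a library are whole multiples of the same step for 99.6 to 99.9% of the genes with up to 1000 reads, and the size of the step gives the number of mapped reads. By this measure the untreated wild type libraries held 22.6 to 25.0 megareads (median 23.9), the copper libraries 15.3 to 16.8 megareads (median 16.1) and the copper-BPQ libraries 18.5 to 28.7 megareads (median 28.4). A read therefore corresponds to a lower RPKM in the copper-BPQ libraries than in the copper libraries, and transcripts of low abundance are measured with less precision in copper alone. Of the listed features, 6105 (96.2%) were matched by name to RefSeq R64 and 5896 of these are protein-coding.
Reads of replicate cultures differed by more than sampling noise in every pair. The chi-square per degree of freedom was 8.54 in the closest pair and 69.1 in the most distant. No pair is therefore a random split of the same reads, but this test cannot show that cultures or libraries were made separately. Pearson's r of log2(RPKM + 1) within a condition was 0.992 to 0.998. Changes were tested with limma (trend on) on log2(RPKM + 1), over the 6034 features with an RPKM of at least 1 in at least 3 libraries, with a mean for each of the 6 conditions and a spread shared by all 18 libraries. The log2(RPKM + 1) scale understates the change of transcripts with an RPKM near 1. A transcript was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 change was at least 1 in size, which is the 2-fold change of the paper. On simulated values with 200 changed transcripts, 199 of the 200 that changed by log2 2 were called, and 114 of those that changed by log2 1, the size of the threshold itself. The changed transcripts were drawn only from those with a log2(RPKM + 1) above 3 in untreated wild type. Recovery at lower abundance was not tested. For sets of transcripts named by the paper the mean log2(RPKM + 1) over the set was taken for each culture and compared by an exact permutation test, two-sided, whose smallest p with 3 cultures against 3 is 0.1.
The labels number the cultures 1, 2 and 3 in every condition, and each test was also run with the replicate number as a block. Deviations from the condition means correlated at a mean r of 0.0449 between libraries with the same number (45 pairs) and -0.0207 between libraries with different numbers (90 pairs). For untreated and copper-BPQ wild type alone these values were 0.178 (3 pairs) and -0.0857 (6 pairs).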

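The libraries of cells exposed to copper alone, 3 of wild type and 3 of *fra2*Δ, differ from the other 12 in which features they list above 0. Between 221 and 261 of the features are listed at 0 in a copper library, and between 460 and 479 in an untreated or copper-BPQ library. There are 183 features at 0 in all 12 other libraries and above 0 in all 6 copper libraries, none of them matched to a protein-coding gene, and 0 features show the reverse. All 360 features named as small nucleolar RNAs, transfer RNAs or parts of the ribosomal DNA are at 0 in the 12 other libraries, and 213 of them are above 0 in at least 1 copper library. The 183 features hold 1.19 to 1.86% of the summed RPKM of a copper library. Pearson's r of log2(RPKM + 1) between a copper library and any other was 0.874 to 0.929 over all features and 0.908 to 0.971 over the 5819 features above 0 in all 18 libraries. All 6 copper libraries share this difference. The way the values were made and the exposure to copper alone therefore cannot in general be told apart for comparisons with untreated cells.
In wild type, 347 features were called up and 171 down in copper alone by the limma test, 518 in all. With the test limited to protein-coding genes, 304 were called. With the replicate number as a block, the counts were 347 and 170, and the pairing check for these 6 libraries gave a mean r of 0.0563 between libraries with the same number and -0.0278 between libraries with different numbers. Requiring an RPKM of at least 1 in every library lowered the number called up to 132. The largest decrease was that of *CTR1* (XVI, 786208 to 787428), at a log2 change of -3.92 (standard error 0.141, adjusted p = 6.7e-14 from limma), followed by *FRE7* at -3.74 and *FRE1* at -3.52. The largest increases were those of *RUF5-2*, at 10.61, and *RUF5-1*, at 10.59, features of the 183 for which no change from the untreated state can be read.

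**Figure D1:**
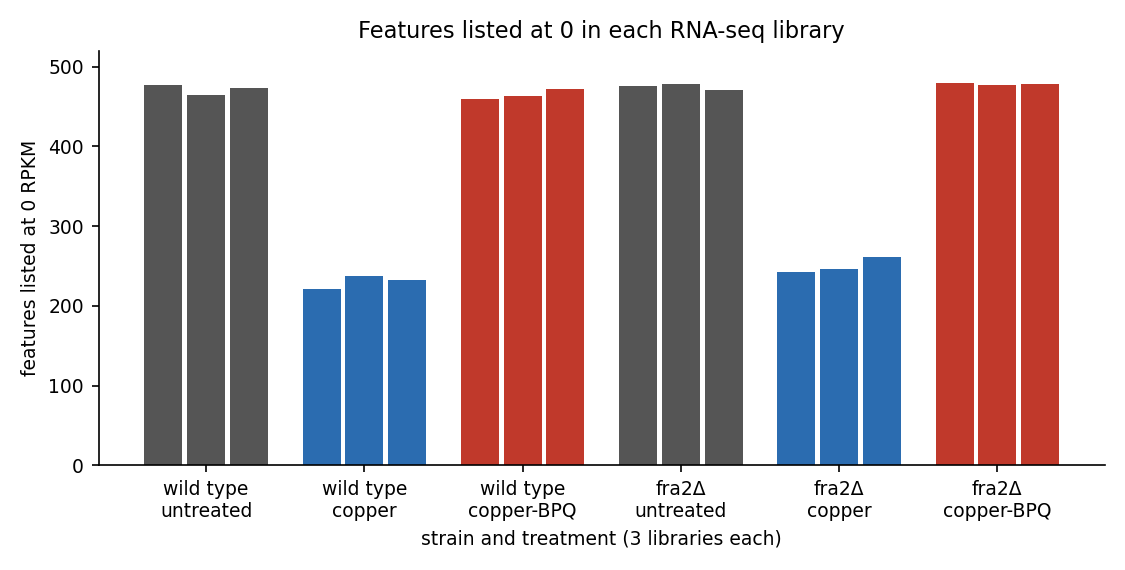
Number of features listed at 0 RPKM (y axis) in each of the 18 RNA-seq libraries, grouped by strain and treatment (x axis, 1 bar per library). The 6 copper libraries list 221 to 261 features at 0 and the other 12 libraries list 460 to 479.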

As a further control, cells were also exposed to an analogous concentration of exogenous copper in the absence of BPQ. Figure 9 represents the relative abundance of all transcripts that change significantly (in three replicate experiments) by twofold or more in response to copper plus BPQ. 

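By the limma test, 100 features rose and 45 fell in wild type exposed to copper-BPQ relative to untreated wild type, of 6034 tested. The same numbers, 100 and 45, were obtained with the replicate number taken from the labels as a block, for which libraries with the same number gave a mean r of 0.178 and libraries with different numbers -0.0857. With each culture left out in turn the number called up ranged from 97 to 111 and the number called down from 44 to 49. The choice that mattered most was the fold threshold, since 1633 features rose and 775 fell when only the adjusted p was required. The paper's rule asks that the change exceed 2-fold by 1 SD. Applied to the RPKM values as the mean over the 3 treated cultures of the ratio to the untreated mean, less 1 SD, it was met by 88 features that rose and 35 that fell. Of these, 83 and 35 were also called by limma. With ratios taken between cultures of the same number, 78 features rose and 37 fell.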

Values are compared against the fold-change in response to copper alone. The fingerprint for low-iron, high-copper is evident and striking. 

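The Aft1/2 set of 17 genes, those plotted in Fig. 11A, had a mean log2(RPKM + 1) of 5.65 (SD 0.10, n = 3 cultures) in untreated wild type and 8.20 (SD 0.07, n = 3) in copper-BPQ. The difference of 2.55 (standard error 0.0726) separated every treated culture from every untreated culture, with an exact permutation p of 0.1, the smallest that 3 cultures against 3 allow. It stayed between 2.50 and 2.60 with each culture left out, and the alternative that moved it most, the median over genes in place of the mean, gave 2.98. This median was taken of log2(RPKM + 1) in each culture, not of the changes of single genes. Taken between cultures with the same number, the difference was 2.55 (SD 0.133, 3 pairs), with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs allow. All 17 genes were called up by limma and all 17 passed the paper's rule. Fig. 11A shows only Aft1/2 genes raised by more than 2-fold in this comparison. The rise, the separation and the calls therefore follow in part from that choice. The Ace1 set, *CUP1-1*, *CUP1-2* and *CRS5*, rose by 3.53 on the same scale (standard error 0.0621, exact permutation p = 0.1), and all 3 genes were called. Of the 20 largest increases found by limma, 15 belong to the Aft1/2 or Ace1 set. Over all 88 features that rose by the paper's rule, 20 (22.7%) belong to these sets, which hold only genes named in the text, tables and figures because Table S1 was not used here.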

Genes from regulons expressed in low iron and from regulons expressed in high copper dominate the transcripts which increase in abundance. Genes from regulons expressed under iron sufficiency and from regulons expressed in low copper dominate the transcripts which decrease in abundance.

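The Cth2 set, the 8 genes in the inset of Fig. 11A, had a mean log2(RPKM + 1) of 6.95 (SD 0.01, n = 3 cultures) in untreated wild type and 5.39 (SD 0.07, n = 3) in copper-BPQ, a difference of -1.56 (standard error 0.0403) that separated all treated from all untreated cultures (exact permutation p = 0.1, the smallest possible). The Mac1 set, *CTR1*, *FRE7*, *REE1* and *IRC7*, fell by 3.33 (standard error 0.0318, exact permutation p = 0.1). All 8 and all 4 genes were called down by limma and passed the paper's rule. Differences between cultures of the same number had an SD of 0.0650 for the Cth2 set and 0.0375 for the Mac1 set over 3 pairs. Among the 10 largest decreases found by limma, 8 are in the Cth2 set, the Mac1 set or the candidate Cth2 targets that the paper names. Of the 35 features that fell by the paper's rule, 19 belong to these sets and 45.7% do not. From the rise of low-iron and high-copper regulons and the fall of iron-sufficiency and low-copper regulons, the paper reasons that cells exposed to copper-BPQ carry the fingerprint of functional iron deficiency together with high copper.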

A compilation of all named transcripts which show a fivefold (to the nearest integer: 4.5-fold and greater) change in abundance is compelling. 

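Ratios of RPKM to the untreated mean were formed for the 23 transcripts of Tables 1 and 2. Among the Aft1/2 targets, *FIT1* (IV, 1503314 to 1504900) rose 26.8-fold (SD 3.59, n = 3 cultures), from 7.77 ± 0.525 to 209 ± 27.9 RPKM. Its log2 change was 4.57 (standard error 0.0983, adjusted p = 2.0e-16 from limma). *ARN2* rose 12.5-fold (SD 0.501), *FIT2* 12.3-fold (SD 1.16), *FIT3* 10.9-fold (SD 1.86) and *HMX1* 9.20-fold (SD 0.807). *CTH2*, listed as *TIS11* in the values, rose 8.71-fold (SD 0.404), *ARN1* 8.30-fold (SD 0.361) and *FTR1* 6.48-fold (SD 0.858). *SIT1*, *CCC2*, *BIO5* and *FET3* rose by 4.59-fold (*FET3*, SD 0.573) to 5.41-fold (*SIT1*, SD 0.0439). Among Ace1 targets, *CUP1-2* rose 18.7-fold (SD 0.950), *CUP1-1* 18.6-fold (SD 0.977) and *CRS5* 4.53-fold (SD 0.469). These SDs are over treated cultures and leave out the spread of the untreated ones. With ratios taken between cultures of the same number, *SIT1* rose 5.46-fold (SD 0.618) and *CTH2* 8.91-fold (SD 1.73), and the increase that changed most in proportion with 1 culture left out was that of *YBR200W-A*, which went down to 4.27.
Decreases were expressed as the untreated mean over each treated culture. By this measure the Mac1 target *CTR1* fell 21.7-fold (SD 1.15), from 623 ± 11.7 to 28.8 ± 1.57 RPKM, with a log2 change of -4.39 (standard error 0.141, adjusted p = 1.2e-13 from limma). *FRE7* fell 16.9-fold (SD 1.89), *REE1* 6.05-fold (SD 0.486) and *IRC7* 5.74-fold (SD 0.146). The Cth2 target *LEU1* fell 4.73-fold (SD 0.596), from 171 ± 9.55 to 36.4 ± 4.67 RPKM. Its log2 change was -2.20 (standard error 0.112, adjusted p = 6.2e-11 from limma).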

Without exception, every characterized (named) gene is a member of either the Aft1/2 (low-iron), Ace1 (high copper), Cth2 (iron sparing) or Mac1 (low copper) regulons: Aft1/2 and Ace1 account for all upregulated genes while Cth2 and Mac1 account for all downregulated genes (Tables 1 and 2). 

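*YDR210W-B* (IV, 872112 to 877425) rose from 2.61 ± 0.0761 to 12.4 ± 1.08 RPKM (SD, n = 3 cultures), 4.75-fold (SD 0.415). Its log2 change was 1.89 (standard error 0.114, adjusted p = 7.0e-10 from limma). Reads of a retro-transposon can be shared with other copies, and how the authors placed such reads is not stated, so this value is uncertain. *YBR200W-A* (II, 622983 to 623147) had 0.849 ± 0.148 RPKM in untreated cells and 4.95 ± 2.38 in copper-BPQ, a ratio of 5.83 with an SD of 2.80. Its log2 change of 1.61 (standard error 0.342) had an adjusted p of 0.00132 from limma with a pseudocount of 1. With a pseudocount of 0.1 the log2 change of *YBR200W-A* was 2.32 and the adjusted p 0.0642, no longer past the threshold.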

The three remaining deduced transcripts, *YJR005C-A*, *YBR200W-A* and *YDR210W-B*, are unnamed and include a retro-transposon *YDR210W-B* while *YBR200W-A* shows negligible expression in untreated cells and the > 2-fold induction has a large standard deviation. 

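*YJR005C-A* lies on the minus strand of chromosome X from 448477 to 448758 in RefSeq R64, as a single coding exon that encodes 93 residues. In wild type its abundance was 7.82 ± 0.430 RPKM (SD, n = 3 cultures) without treatment, 3.60 ± 0.673 in copper alone and 138 ± 15.8 in copper-BPQ. The increase in copper-BPQ was 17.7-fold (SD 2.02), or a log2 change of 3.97 (standard error 0.131, adjusted p = 1.7e-13 from limma), and it stayed between 3.89 and 4.06 with each culture left out. With the replicate number as a block the adjusted p was 8.1e-12. This was the fourth largest log2 increase of the 6034 features tested, after *FIT1*, *CUP1-2* and *CUP1-1*. In copper alone the log2 change was -0.95 (standard error 0.131, adjusted p = 8.9e-06 from limma), in the direction opposite to that of the Ace1 targets *CUP1-1* and *CRS5*. Some alternatives, not all, put this change past 2-fold, among them quantile normalization (-1.85), limma voom (-1.10) and leaving out copper culture 2 (-1.04).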

There is a compelling case for a role for the remaining uncharacterized transcript (*YJR005C-A*) in adaptation to iron deficiency and/or copper excess.

**Table 1:** Genes determined by RNA-seq to be more than 4.5-fold upregulated upon exposure of wild type to copper-BPQ

Gene	Fold change	Metalloregulation
*FIT1*	26.8 (3.1)	Aft1/2
*CUP1-2*	18.7 (0.37)	Ace1
*CUP1-1*	18.6 (0.39)	Ace1
*YJR005C-A*^a^	17.8 (3.0)	–
*ARN2*	12.5 (0.72)	Aft1/2
*FIT2*	12.3 (1.0)	Aft1/2
*FIT3*	10.8 (1.8)	Aft1/2
*HMX1*	9.19 (0.61)	Aft1/2
*CTH2* (*TIS11*)	8.91 (1.7)	Aft1/2
*ARN1*	8.35 (0.89)	Aft1/2
*FTR1*	6.50 (1.1)	Aft1/2
*YBR200W-A*	6.22 (3.8)	–
*SIT1*	5.46 (0.62)	Aft1/2
*CCC2*	4.94 (0.90)	Aft1/2
*YDR210W-B*^b^	4.76 (0.53)	–
*BIO5*	4.66 (0.66)	Aft1/2
*FET3*	4.65 (0.95)	Aft1/2
*CRS5*	4.58 (0.84)	Ace1

a Newly designated *LSO1*, an Aft1 target.

b Retrotransposon.

The Aft1/2 and Ace1 regulons were assigned following Gross *et al*. (2000); Philpott and Protchenko (2008); and Kaplan and Kaplan (2009). Standard deviation in parenthesis (*n* = 3).

**Table 2:** Genes determined by RNA-seq to be more than 4.5-fold downregulated upon exposure of wild type to copper-BPQ

Gene	Fold change	Metalloregulation
*CTR1*	21.7 (1.1)	Mac1
*FRE7*	16.9 (2.0)	Mac1
*REE1*	6.05 (0.43)	Mac1
*IRC7*	5.74 (0.24)	Mac1
*LEU1*	4.71 (0.39)	Cth2

The Cth2 and Mac1 regulons were assigned following Gross *et al*. (2000); Puig *et al*. (2005); and Puig *et al*. (2008). Standard deviation in parenthesis (*n* = 3).

The induced metallothioneins Cup1-1, Cup1-2 and Crs5 sequester and detoxify copper ions in the cytosol (Table 1). 

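*CUP1-1* (VIII, 212535 to 212720) and *CUP1-2* (VIII, 214533 to 214718) are near-identical copies, and because the handling of reads that match both is not stated their separate values are uncertain. *CUP1-1* had 1042 ± 47.0 RPKM (SD, n = 3 cultures) in untreated wild type, 4508 ± 357 in copper alone and 19403 ± 1018 in copper-BPQ. Its log2 changes were 2.11 in copper alone and 4.22 in copper-BPQ (standard error 0.0656 for both, adjusted p = 6.4e-15 and 1.7e-18 from limma). *CRS5* (XV, 389213 to 389422) had 30.3 ± 3.18 RPKM in untreated cells, 45.2 ± 2.80 in copper alone and 137 ± 14.2 in copper-BPQ, with log2 changes of 0.57 (adjusted p = 0.00016 from limma) and 2.14 (adjusted p = 3.2e-11). In the copper libraries the features *RUF5-1* and *RUF5-2*, which overlap the *CUP1* genes on the opposite strand, are listed at 1545 ± 160.1 and 1565 ± 164 RPKM, while the other 12 libraries list them at 0.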

Activation of these genes suggests that at least some copper is released from BPQ to bind to the regulatory clusters of the high copper sensor Ace1 (and likewise Mac1) noting that redox changes also influence Mac1 and potentially Ace1 activity (Wood and Theile, 2009; Dong *et al*., 2013). 

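For the Ace1 set as a whole the mean log2(RPKM + 1) of wild type rose by 1.60 in copper alone (standard error 0.0728) and by 3.53 in copper-BPQ (standard error 0.0621, exact permutation p = 0.1 for each, the smallest possible with 3 cultures against 3). The Mac1 set fell by 2.83 in copper alone (standard error 0.0413) and by 3.33 in copper-BPQ (standard error 0.0318, exact permutation p = 0.1 for each). *CTR1* had 623 ± 11.7 RPKM (SD, n = 3 cultures) in untreated cells, 40.25 ± 1.501 in copper alone and 28.8 ± 1.57 in copper-BPQ. Between cultures of the same number, the differences had an SD of 0.125 for the Ace1 set and 0.00497 for the Mac1 set in copper alone.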

Cells deficient in Ace1 are hyper-sensitive to copper-BPQ treatment which indicates some level of copper-sequestration and detoxification by cytosolic metallothioneins in wild-type cells (Fig. S5A). Ace1 mutants still accumulate copper in whole cells and in mitochondria (Fig. S6A and C), they show impaired aconitase activity (Fig. S5B), but intriguingly they fail to induce iron uptake (Fig. S6B and D), consistent with a lack of induction of the Aft1/2 regulons (Fig. S5C). Presumably cytosolic targets become especially prone to damage in *ace1*Δ giving rise to the observed hyper-sensitivity to copper-BPQ. Because BPQ has redox properties (Fig. 2A), cells were also assayed for mitochondrial superoxide using the fluorogenic reagent MitoSOX. No difference was detected [3.7 (± 0.3) × 10^−8^ versus 3.1 (± 0.5) × 10^−8^ fluorescence units per cell, for control and treated cells respectively]. Crucially, copper-BPQ sensitivity but lack of induction of iron uptake in *ace1*Δ is again consistent with iron uptake being a symptom rather than cause of toxicity.

### Fra2-dependent and -independent activation of iron accumulation

Treatment with copper-BPQ provides a rapid chemical switch with which to dissect components of iron sensing with the transition to iron-deficiency otherwise requiring depletion of endogenous iron stores. Copper-BPQ was further exploited as a chemical biology tool (as a surrogate for iron-deficiency) to dissect contributions of different mechanisms that respond to iron–sulphur cluster status. The abundance of transcripts expressed in high iron regulated by Yap5, *CCC1* (vacuolar iron sequestration), *TYW1* (putative cytosolic iron store) and *GRX4*, decline in response to treatment with copper-BPQ, but the magnitude of change is relatively small (Fig. 10A). These data again speak to the effects of copper-BPQ on mitochondrial iron–sulphur clusters since Yap5 also detects the signal exported by Atm1 (Li *et al*., 2012).

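*CCC1* (XII, 576825 to 577793) fell from 80.7 ± 4.07 to 42.5 ± 1.19 RPKM (SD, n = 3 cultures) in wild type exposed to copper-BPQ, a log2 change of -0.91 (standard error 0.0629, adjusted p = 4.4e-09 from limma). *TYW1* (XVI, 159909 to 162341) fell from 157 ± 5.10 to 104 ± 7.32 RPKM, a log2 change of -0.59 (standard error 0.0909, adjusted p = 8.2e-05 from limma). *GRX4* (V, 538434 to 539168) fell from 66.5 ± 4.11 to 30.3 ± 1.66 RPKM, a log2 change of -1.11 (standard error 0.0730, adjusted p = 2.4e-09 from limma), and was the only one of the 3 called at 2-fold. Under quantile normalization *CCC1*, at -1.03, was called as well. The mean over the 3 genes fell by 0.87 (standard error 0.0237, exact permutation p = 0.1, the smallest possible), with an SD of 0.0359 between cultures of the same number. The Cth2 set was at -1.56 and the Mac1 set at -3.33. Those sets were chosen for decreases above 2-fold and 4.5-fold in this comparison, so they are large by choice. In copper alone the mean of the same 3 genes rose by 0.37 (standard error 0.0285, exact permutation p = 0.1).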

**Fig. 10:**
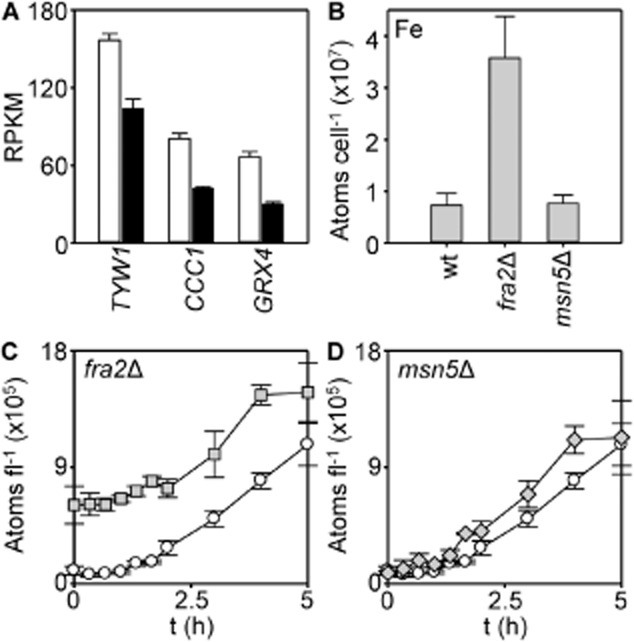
Yap5 targets respond to copper-BPQ and iron is elevated in *fra2*Δ.A. Abundance of Yap5 target transcripts (*GRX4*, *CCC1*, *TYW1*) determined by RNA-seq in RNA populations isolated from wild type in liquid YPAD supplemented with (closed bars) or without (open bars) 1.7 μM BPQ and 100 μM CuSO_4_ for 5 h. Mean values obtained from three cultures (plus SD).B. Iron content of selected strains in YPAD (means from three cultures plus SD).C. Iron content (expressed as atoms per total cell volume) of *fra2*Δ (grey) in liquid YPAD supplemented with 1.7 μM BPQ and 100 μM CuSO_4_ compared with wild type (open).D. As ‘*C*’ with *msn5*Δ (grey). Means from three cultures (± SD).

Regulatory-mutants (*fra2*Δ and *msn5*Δ) were analysed for the number of atoms of iron per cell after treatment with copper-BPQ. Notably, *fra2*Δ shows elevated basal iron accumulation (Fig. 10B), but both *msn5*Δ and *fra2*Δ still respond to copper-BPQ by further hyper-accumulating iron (Fig. 10C and D, Fig. S7). We noticed that some mutants are abnormally large (Fig. S8), and when expressed as a function of cell volume constitutive hyper-accumulation of iron is pronounced in *fra2*Δ (Fig. 10C). The kinetics of induction of iron uptake in *fra2*Δ exposed to copper BPQ nonetheless remains similar to wild type (Fig. 10C). Taken together, the basal-iron contents and the kinetics of iron-uptake post exposure to copper-BPQ are thus consistent with Fra2-dependent and Fra2-independent regulatory pathways respectively. Independence of both *msn5* and *fra2* supports a component of regulation solely within the nucleus and presumably mediated by Grx3/4 along with Aft1/2 without the necessity for Fra2 (Kumánovics *et al*., 2008; Ueta *et al*., 2012).

### Fra2-dependent and -independent responses of the iron regulons

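*FRA2* (YGL220W; VII, 82374 to 82736), the gene disrupted in the mutant, was listed at 206 to 289 RPKM in each of the 9 wild type libraries. In the *fra2*Δ libraries it was at 0 in all 3 untreated and all 3 copper cultures, and at 0.105 ± 0.0944 RPKM (SD, n = 3) in copper-BPQ, where the highest culture reached 0.182. The log2 change between the untreated strains was -8.05 (standard error 0.103, adjusted p = 1.1e-19 from limma). The *fra2*Δ libraries held 19.1 to 25.6 megareads without treatment (median 25.4), 21.5 to 22.8 in copper (median 22.3) and 20.6 to 30.2 in copper-BPQ (median 21.4), from the step size of their RPKM values. All values were made and tested as those of wild type, with 3 cultures in each condition.
Between the untreated strains 135 features were called up and 63 down in *fra2*Δ, and in *fra2*Δ exposed to copper-BPQ 40 were called up and 78 down relative to untreated *fra2*Δ. Requiring only the adjusted p moved these counts most, to 1294 and 1246 and to 1022 and 765. Both pairs of counts were unchanged with the replicate number of the labels as a block. The pairing check gave a mean r of 0.0157 for libraries with the same number and -0.00551 for different numbers between the untreated strains, and -0.0848 and 0.0534 within *fra2*Δ. *HIS3*, which carries the deletion *his3*Δ*1* in BY4741, was at 0 to 0.126 RPKM in wild type but at 29.9 to 97.7 RPKM in *fra2*Δ, so the strains also differ at this gene. Reads on mitochondrial features were 3 to 347 in a wild type library and at most 1 in a *fra2*Δ library.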

RNA-seq was used to explore the number of copies of each transcript in untreated and copper-BPQ exposed *fra2*Δ cultures (GEO accession: GSE54045). Figure 11A presents these data for the subset of Aft1/2 responsive genes that were previously induced by at least twofold in wild-type cells in response to copper-BPQ (Table S1). In every case, basal transcript abundance was elevated in *fra2*Δ (open columns) relative to wild type cells, but then further enhanced by copper-BPQ exposure (closed columns), again confirming varying degrees of Fra2-dependent and Fra2–independent expression respectively. 

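In untreated *fra2*Δ the mean log2(RPKM + 1) of the 17 Aft1/2 genes was 7.96 (SD 0.09, n = 3 cultures), which is 2.31 above untreated wild type (standard error 0.0794, exact permutation p = 0.1, the smallest possible with 3 cultures against 3). It rose to 9.00 (SD 0.03, n = 3) in copper-BPQ, a further 1.04 (standard error 0.0560, exact permutation p = 0.1). The alternative that moved the difference between the untreated strains most was the median over genes in place of the mean, which gave 2.95. Between cultures of the same number, the differences were 2.31 (SD 0.0566) and 1.04 (SD 0.122), each with an exact sign-flip permutation p of 0.25, the smallest that 3 pairs allow. All 17 genes were higher in untreated *fra2*Δ than in untreated wild type and all 17 were called by limma. All 17 were higher again in copper-BPQ, where 7 were called. The smallest further increases were those of *CTH2* and *FRE5*, with log2 changes of 0.26 (standard error 0.110, adjusted p = 0.0883 from limma) and 0.13 (standard error 0.0882, adjusted p = 0.294), and for both genes every copper-BPQ culture was above every untreated culture of *fra2*Δ. *FIT1* rose by 5.31 between the untreated strains (standard error 0.0983, adjusted p = 2.1e-17 from limma) and by 1.91 on exposure of *fra2*Δ to copper-BPQ (adjusted p = 9.8e-11). From the higher basal abundance in *fra2*Δ and its further increase in copper-BPQ, the paper reasons that expression of these genes is Fra2-dependent and Fra2-independent to varying degrees.

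**Figure D2:**
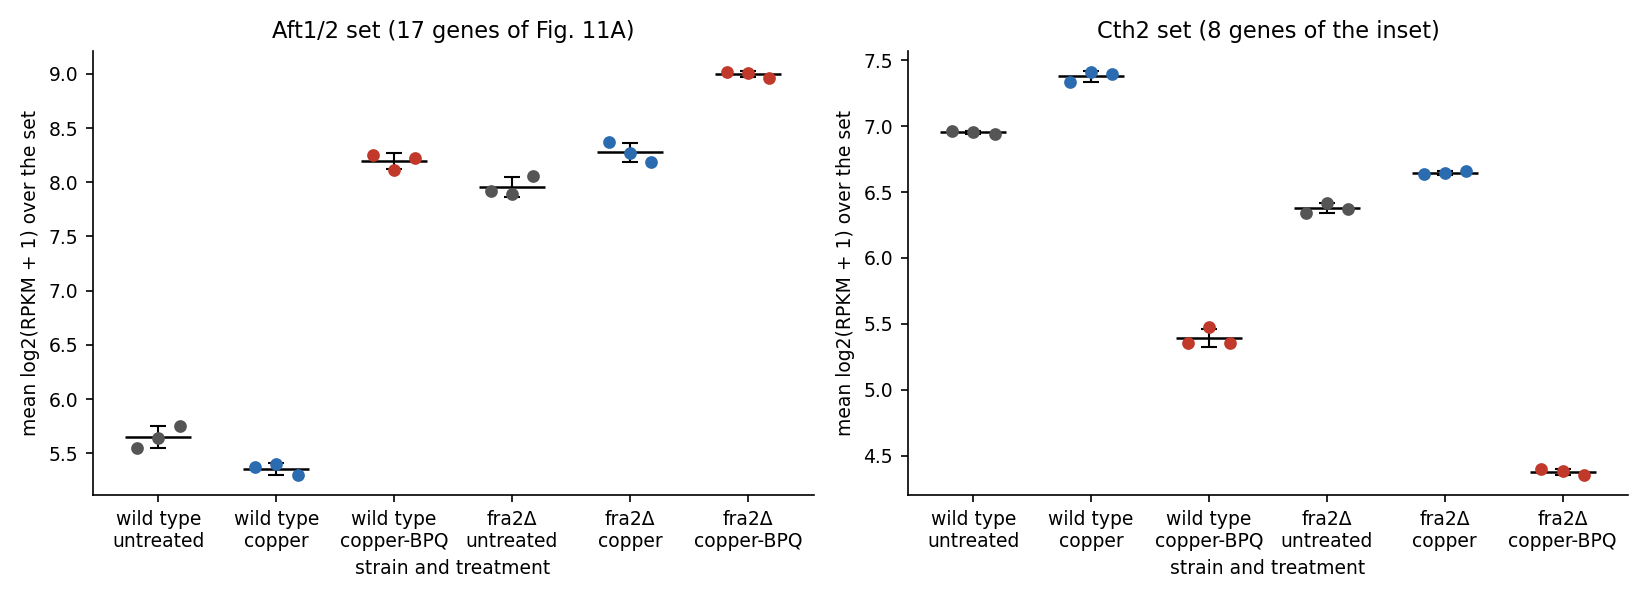
Mean log2(RPKM + 1) over the 17 genes of the Aft1/2 set (left panel) and the 8 genes of the Cth2 set (right panel), y axis, for each culture by strain and treatment, x axis. Points are cultures, lines are means and bars are SD (n = 3), the y axes do not start at 0, and the Aft1/2 mean goes from 5.65 to 8.20 in wild type and from 7.96 to 9.00 in *fra2*Δ between untreated and copper-BPQ cultures.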

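The abundance in untreated *fra2*Δ as a fraction of that in *fra2*Δ exposed to copper-BPQ had a median of 0.513 over the 17 Aft1/2 genes (SD 0.05003 over cultures, n = 3). *HMX1* (XII, 552724 to 553677) had the lowest fraction, 0.179 (SD 0.0243), from 43.7 ± 5.94 RPKM without treatment and 244 ± 61.6 in copper-BPQ. *CTH2* (XII, 415801 to 416658) was at 0.834 (SD 0.0606), from 378 ± 27.4 and 453 ± 37.1 RPKM, and only *FRE5*, at 0.910 (SD 0.0222), was higher. The definition of the fraction moved these values most. As a proportion of the total induction, taken as the increase over untreated wild type, which had 20.8 ± 0.528 RPKM of *HMX1* and 42.8 ± 7.88 of *CTH2*, the fractions were 0.103 for *HMX1*, 0.817 for *CTH2* and 0.443 for the median. With abundance in copper-BPQ exposed wild type as the denominator the median was 0.882. Taken between cultures with the same number, the median fraction was 0.518. The log2 change of *HMX1* was 1.03 between the untreated strains (standard error 0.154, adjusted p = 4.5e-05 from limma) and 2.43 within *fra2*Δ (adjusted p = 1.7e-09). For *CTH2* these changes were 3.13 (standard error 0.110, adjusted p = 3.4e-13 from limma) and 0.26. With untreated *fra2*Δ culture 1 or 3 left out, the change of *HMX1* between the untreated strains was under 2-fold, at 0.99 and 0.96.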

Hmx1 shows notable Fra2-independence (only 0.1 as a proportion of the total induction by copper-BPQ is Fra2 dependent) while Cth2 is substantially Fra2-dependent (0.82 as a proportion). The latter may be a function of negative feedback, auto-regulation of Cth2 on itself (Martínez-Pastor *et al*., 2013).

**Fig. 11:**
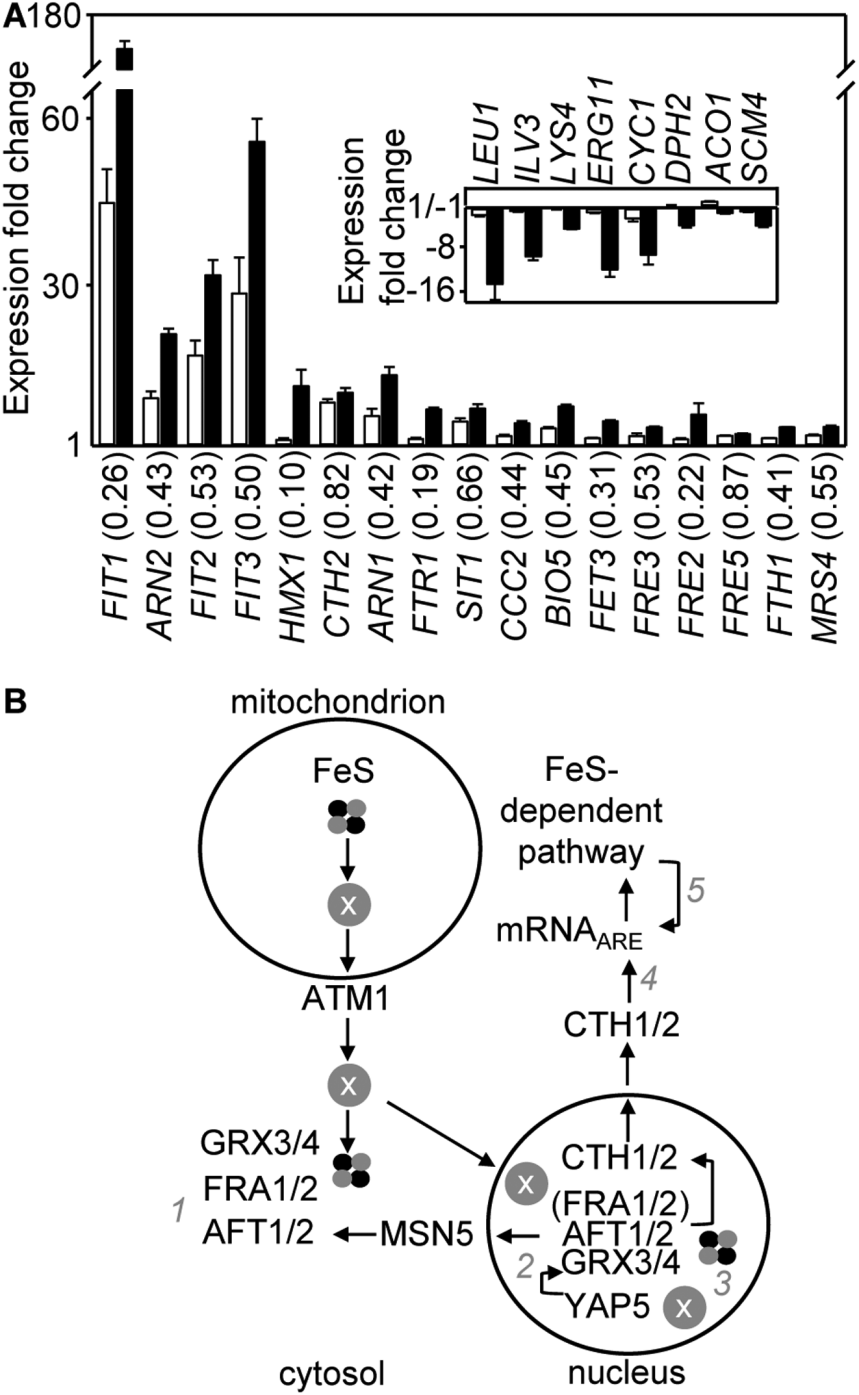
*FRA2*-dependent and -independent Aft target gene regulation.A. Fold-change in transcript abundance (determined by RNA-seq) of representatives of the Aft1/2 regulons (> 2-fold upregulated on treatment of wild type cells with copper-BPQ) in *fra2*Δ in liquid YPAD in the presence (closed bars) or absence (open bars) of 1.7 μM BPQ and 100 μM CuSO_4_ for 5 h, relative to untreated wild type. Numbers in parenthesis represent the fractional change in transcript abundance in *fra2*Δ untreated cells relative to *fra2*Δ copper-BPQ treated cells. Inset, fold-change in transcript abundance of representatives of the Cth2 regulon (> 2-fold downregulated on treatment of wild type cells with copper-BPQ) in the same RNA populations. Mean values from three cultures (plus SD).B. Mechanisms of iron regulation. Fra1/2, Grx3/4 an Fe-S cluster plus ‘compound X’ withhold Aft1/2 from DNA (*1*)*.* Yap5 responds to the production of the iron-sufficiency signal ‘X’ by activating the transcription of *GRX4* (*2*). Grx3/4, with or without Fra2, associate with Aft1 in the nucleus to withhold Aft1/2 from DNA (*3*). Cth1/2 encourage degradation of transcripts containing 3′-UTR ARE (*4*). Reduction in flux through Fe-S dependent pathways downregulates transcripts as an iron-sparing mechanism (*5*).

Cth2 degrades transcripts containing 3′-UTR AU-rich elements (AREs) as part of an iron-sparing mechanism (Puig *et al*., 2005,2008). 

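Relative to untreated wild type, the mean log2(RPKM + 1) of the 8 Cth2 genes was lower by 0.58 in untreated *fra2*Δ (a difference of -0.58, standard error 0.0220, exact permutation p = 0.1, the smallest possible). Between cultures of the same number its SD was 0.0371 over 3 pairs, and with each culture left out it stayed between -0.60 and -0.56. Of the 8 genes, 6 were lower and 2 of these were called at 2-fold by limma, *CYC1* at a log2 change of -1.48 (standard error 0.140, adjusted p = 2.5e-07) and *LEU1* at -1.20 (standard error 0.112, adjusted p = 2.0e-07). *DPH2* did not change, at 0.01 (standard error 0.0994, adjusted p = 0.980 from limma), and *ACO1* rose from 163 ± 7.43 to 272 ± 15.8 RPKM (SD, n = 3 cultures), a log2 change of 0.74 (standard error 0.0801, adjusted p = 1.3e-06). Of the alternatives, the median of log2(RPKM + 1) over genes in each culture gave the largest difference, -1.14. It is not the middle of the changes of the 8 genes.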

The inset in Fig. 11A presents the subset of characterized Cth2 responsive genes that previously declined by at least twofold in wild-type cells in response to copper-BPQ (Table S2), here showing only a modest change in their basal abundance (open columns) on deletion of *FRA2*. This is initially surprising in view of the large dependence of *CTH2* transcript abundance on *FRA2* (Fig. 11A, main panel). Each of this subset of genes show Fra2-independent decrease in transcript abundance upon copper-BPQ treatment. This argues in favour of iron sparing mechanisms also reducing the abundance of the Cth2 target transcripts via processes that are independent of *CTH2* transcript abundance.

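On exposure of *fra2*Δ to copper-BPQ the mean of the 8 genes fell from 6.38 (SD 0.04, n = 3 cultures) to 4.38 (SD 0.02, n = 3) on the log2(RPKM + 1) scale, a difference of -2.00 (standard error 0.0249, exact permutation p = 0.1) that was -2.00 with an SD of 0.0447 between cultures of the same number. All 8 genes were lower and all 8 were called by limma. The largest decreases were those of *ERG11*, from 417 ± 37.1 to 63.1 ± 7.22 RPKM (log2 change -2.71, standard error 0.0779, adjusted p = 4.0e-14 from limma), *ILV3* (-2.58, adjusted p = 5.4e-14) and *LEU1* (-2.55, adjusted p = 1.2e-11). *ACO1*, which was higher in untreated *fra2*Δ than in wild type, fell by 1.65 (standard error 0.0801, adjusted p = 4.6e-11 from limma). In the same cultures *CTH2* itself changed by 0.26, which was not past the threshold.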

## Discussion

Copper accumulation in mitochondria and elsewhere within *S. cerevisiae* cells is promoted by 2-(6-benzyl-2-pyridyl)quinazoline (BPQ) (Fig. 4), which can catalyse the reduction of Cu(II) and form a (BPQ)_2_Cu(I) complex (Figs 2 and 3). Copper uptake is independent of Ctr1 [Ctr3 is also inactive (Knight *et al*., 1996)] (Fig. 5A–C), and BPQ can be recovered from mitochondria of treated cells (Fig. 5D–F). When a subset of copper-resistance mechanisms are inactive (in Δ*ace1*), copper-BPQ becomes even more toxic (Fig. S5). BPQ potentiates a level of toxicity which is not normally evident in copper hyper-resistant *S. cerevisiae* (Figs 1 and S1). Potentiated copper toxicity exposes phenotypes diagnostic of damage to mitochondrial iron–sulphur clusters (Figs 10, Tables 1 and 2), including: (i) loss of aconitase activity (Fig. 8C), (ii) activation of iron-uptake (Fig. 6), which is Fet3 and Ccc2-dependent (Fig. 7), (iii) activation of iron-regulons (Fig. 8A, Figs 1), (iv) restoration of growth by l-lysine but not d-lysine (Fig. 8B), (v) sensitivity on glycerol (Fig. 8D) and (vi) sensitivity under aerobic conditions (Fig. 8E), with respiratory rather than fermentative growth having greater demand for iron–sulphur clusters. Thus, the biochemical basis of copper-mediated damage in *S. cerevisiae* (potentiated by BPQ) has similarity to the dominant physiological target of excess copper, namely iron–sulphur clusters, observed in the past five years in other organisms (Macomber and Imlay, 2009; Chillappagari *et al*., 2010; Tottey *et al*., 2012).

Iron-deficiency responses in *S. cerevisiae* are known to be triggered by a decline in a signal derived from mitochondrial iron–sulphur clusters (Chen *et al*., 2004; Rutherford *et al*., 2005; Hausmann *et al*., 2008): The exact nature of the signal is currently unclear but one candidate is a tetra-glutathione-tethered [2Fe-2S] cluster (Chloupková *et al*., 2003; Li *et al*., 2009; Qi *et al*., 2012). Because treatment with copper-BPQ switches the iron-regulons it has been exploited as a chemical biology probe to independently validate (or otherwise) existing insights into metal-sensing in *S. cerevisiae* plus uncover new facets of metalloregulation. Mechanisms that are solely required during the transition to low iron might in theory cease to be required in low iron adapted cells and might have been missed (or their contribution de-emphasized) in the past. Treatment with copper-BPQ might thus have conferred greater prominence to some of the newly identified candidate Aft (Table 1), and candidate Cth targets (Table S2), reported here.

The transcriptional fingerprint of treated cells (Fig. 9), identifies and resolves genes which are solely responsive to copper and regulated by Mac1 and Ace1 (diagonal blue line, Fig. 9), from those responsive to functional iron deficiency and regulated by Aft1/2 and Cth1/2. The vast majority of transcripts (6233) show negligible change in abundance and have not been plotted (with the exception of *TSA2*), and would lie within a zone delineated by the vertical lines corresponding to < 2-fold change upon copper-BPQ treatment (Fig. 9). 

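By the paper's rule, applied to the ratio of each treated culture to the untreated mean, 6226 features did not pass in copper-BPQ. Without the SD condition 6159 features did not pass. With the SD condition the number was 6234 when ratios were taken between cultures of the same number. All of these numbers include features for which no ratio could be formed. Only 5894 features had an untreated mean above 0, and a treated value of 0 leaves a decrease without a finite ratio. *TSA2* did not pass, with a ratio of 1.67 (SD 0.0656, n = 3 cultures).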

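Across genes, the log10 ratio to untreated cells in copper alone was regressed on that in copper-BPQ. For the 17 Aft1/2 and 8 Cth2 genes of Fig. 11A together the slope was -0.170 (SD 0.0119 over 3 fits with 1 treated culture of each kind), with a range of -0.1799 to -0.1538 when each culture was left out. With ratios between cultures of the same number the mean slope was -0.169 (SD 0.0379, n = 3). The 17 Aft1/2 genes alone gave -0.132 and the 8 Cth2 genes alone -0.138. For *CUP1-1*, *CUP1-2*, *CRS5*, *CTR1*, *FRE7*, *REE1* and *IRC7* the slope was 0.669 (SD 0.0130, range 0.661 to 0.679), and 0.668 (SD 0.0131) with same-numbered ratios. The 3 Ace1 genes alone gave 0.756 and the 4 Mac1 genes alone 1.204, both above the slope of the 7 together. Adding *LSO1* and the 9 candidate Cth2 targets to the iron set gave -0.168. Genes are not independent replicates, so no p-value is attached to the slopes. The ratios in copper alone also carry any difference in the way the values of the copper libraries were made. All copper libraries share that difference, so leaving out cultures cannot show it.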

The slope of the line through the iron-responsive genes is near horizontal (in red), as expected for the subset of genes influenced by copper-BPQ and not merely copper (Fig. 9). Cth targets are downregulated (to the left) and Aft1/2 targets upregulated (to the right). Notably, copper supplementation alone improves iron-uptake by ∼ 2-fold (inset Fig. 6A), giving some slight repression of the iron-regulon (hence the shallow negative gradient, red-line, Fig. 9) possibly a consequence of enhanced activity of the multicopper oxidase Fet3. 

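In wild type exposed to copper alone the mean log2(RPKM + 1) of the 17 Aft1/2 genes fell from 5.65 (SD 0.10, n = 3 cultures) to 5.36 (SD 0.05, n = 3). The difference of -0.29 (standard error 0.0665) separated the cultures completely, with an exact permutation p of 0.1, the smallest possible. Between cultures of the same number it was -0.29 with an SD of 0.145. Of the 17 genes 14 were lower and 0 were called at 2-fold. With the median of log2(RPKM + 1) over genes in each culture the difference was -0.13 and no longer separated the cultures (exact permutation p = 0.4). That median compares the genes of middle abundance in each condition and is not the middle of the 17 changes. *FET3* fell from 443 ± 48.8 to 300.5 ± 15.4 RPKM, a log2 change of -0.55 (standard error 0.0848, adjusted p = 2.7e-05 from limma), and *CTH2* by 0.54 (adjusted p = 0.0005). The Cth2 set rose by 0.43 (standard error 0.0240, exact permutation p = 0.1). In *fra2*Δ the Aft1/2 set moved the other way in copper alone, by 0.32 (standard error 0.0738, exact permutation p = 0.1), with 16 of the 17 genes higher; the difference between the strains in copper alone was not tested. For all of these the copper-alone libraries also differ from the untreated libraries in the features they list, so that difference is not separated from the effect of copper.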

Crucially, all characterized transcripts that changed in abundance by 4.5-fold or more are representatives of known iron- or copper-responsive regulons.

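By the ratio of mean RPKM, 26 features rose and 9 fell by 4.5-fold or more in copper-BPQ. Of these, 20 and 5 also passed the paper's rule, among them all 18 increases of Table 1 and all 5 decreases of Table 2. The other increases past the rule were *YPR159C-A*, from 0.131 to 1.49 RPKM (11.4-fold, SD 8.30), and *YOR072W-B*, from 0.355 to 1.67 RPKM (4.69-fold, SD 1.198). *COX3*, *COX1*, *COX2*, *COB* and *ATP6*, which are encoded on the mitochondrial chromosome, rose 5.01-fold (*ATP6*) to 18.4-fold (*COX3*) but failed the rule, with an SD of 21.6 for *COX3* (n = 3 cultures) and 0.0329 RPKM of *COX3* in untreated cells.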

The 3′ untranslated regions of transcripts downregulated by twofold or more in response to copper-BPQ, but for which the mechanism of metallo-regulation was previously unknown, were inspected for the consensus Cth2 (ARE) binding site (UUAUUUAUU, or an octamer derivative). 

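The octamers TTATTTAT and TATTTATT, both contained in the consensus, were searched on the transcribed strand in the 300 bases after each stop codon of RefSeq R64. The annotation gives no ends of the untranslated regions, so a fixed window was used. Of the 45 protein-coding genes called down by limma, 25 (55.6%) carry an octamer, against 600 of the 5744 other genes tested (10.4%; odds ratio 10.7, two-sided Fisher's exact test p = 1.7e-13). The odds ratio lay between 8.41, with a window of 500 bases, and 14.0, with a window of 150 bases, under the alternatives, and was 10.1 (p = 2.5e-10 by Fisher's exact test) for the 35 genes past the paper's rule. All 9 candidates carry an octamer, for which the paper chose them. *BIO2* (VII, 1063813 to 1064940, minus strand) has TTATTTAT from 1063756 to 1063763, 50 bases after the stop codon, and fell from 55.0 ± 0.927 to 12.3 ± 0.902 RPKM (SD, n = 3 cultures; log2 change -2.07, standard error 0.0986, adjusted p = 2.9e-11 from limma). *CCP1* (XI, 566113 to 567198, minus strand) has its nearest octamer 18 bases after the stop codon, and *MET6* (V, 339864 to 342167, minus strand) has a single octamer, TTATTTAT from 339662 to 339669, 195 bases after it. The gene written *GHR045W* in the text was taken as *YHR045W* (VIII, 195551 to 197233), whose nearest octamer lies 19 bases after the stop codon. Among the 35 features that fell by the paper's rule, 19 belong to the Cth2, Mac1 or candidate sets and 11 (31.4%) have neither membership nor an octamer, a narrower measure than a connection to any regulator of iron or copper. With ratios between cultures of the same number, 12 of 37 (32.4%) have neither. Table S2 was not used here. *LIA1* fell from 268 ± 10.5 to 123 ± 5.38 RPKM, a log2 change of -1.11 (adjusted p = 9.5e-09 from limma).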

A further nine candidate Cth2-targets were thus identified, *BIO2*, *ACO2*, *HNM1*, *GDT1*, *BAT1*, *GHR045W*, *CIR2*, *MET6* and *CCP1* (indicated on Fig. 9), leaving less than 25% of the downregulated (by > 2-fold) genes without putative connection to known iron or copper regulators, noting that some (e.g. *LIA1*) nonetheless do have links to the cell biology of iron (Table S2). A subset of the new putative Cth targets (*BIO2, ACO2, CIR2, CCP1*) also have established linkage to iron and some (for example *BIO2*) are additionally known to be downregulated by high iron (Shakoury-Elizeh *et al*., 2004). These nine new proposed Cth2-regulated candidates all cluster with the known Cth2 targets and future studies are now needed to confirm, or otherwise, regulation by Cth2 (Fig. 9).

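The mean log2(RPKM + 1) of the 9 candidates fell by 1.41 in copper-BPQ (standard error 0.0378, exact permutation p = 0.1), and that of the 8 known targets by 1.56 (standard error 0.0403). All 9 candidates were called down by limma, with *MET6* the smallest at a log2 change of -1.06 (standard error 0.120, adjusted p = 2.6e-06), which fell short of 2-fold when untreated culture 2 was left out. The paper chose the candidates for a fall of at least 2-fold in this comparison, so their calls follow in part from that choice. With ratios between cultures of the same number all 9 passed the paper's rule, and with ratios to the untreated mean 7 of the 9 passed. Between cultures of the same number the candidates' difference had an SD of 0.0254. Of the 8 known targets 7 carry an octamer within 300 bases of the stop codon, and *DPH2* carries none within 500 bases. In copper alone the candidates' mean rose by 0.23 (standard error 0.0419, exact permutation p = 0.1), with 5 of the 9 higher. With the median of log2(RPKM + 1) over genes in each culture the difference was -0.23. That median is set by the genes of middle abundance, which can differ between conditions, and is not the middle of the 9 changes.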

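The consensus was searched on both strands of the 1000 bases before the start codon in RefSeq R64. *YJR005C-A*, on the minus strand of chromosome X, has a single site, CACACCCA, from 448961 to 448968 and on the same strand as the gene, with 202 bases between the site and the start codon. In its context the sequence reads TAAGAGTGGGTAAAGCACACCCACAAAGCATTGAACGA. Such a site is found before 25 of the 99 protein-coding genes called up by limma (25.3%) and before 568 of the 5690 others (9.98%; odds ratio 3.05, two-sided Fisher's exact test p = 1.3e-05). In a window of 500 bases the odds ratio was 5.10, and for genes past the paper's rule it was 2.71 (Fisher's exact test p = 0.00041).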

An Aft1 consensus binding site (PyPuCACCCPu) was identified in the promoter region of *YJR005C-A* (annotated on Fig. 9). This *l*ate-annotated *s*mall *o*pen-reading frame (*LSO1*) was highly induced (by copper-BPQ) suggesting a role under functional iron deficiency. 

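In untreated *fra2*Δ *LSO1* had 298 ± 46.6 RPKM (SD, n = 3 cultures), 38.1-fold its level in untreated wild type. Among features with an untreated wild type mean of at least 1 RPKM this was the second highest ratio, after *FIT1* at 44.8 and before *FIT3* at 28.5. Its log2 change was 5.07 (standard error 0.131, adjusted p = 3.1e-15 from limma), and 5.07 with the replicate number as a block. In *fra2*Δ exposed to copper-BPQ *LSO1* reached 1040 ± 74.8 RPKM (SD, n = 3). Relative to untreated wild type, the reference given in the paper's methods, this is 133-fold and again the second highest ratio, after *FIT1* at 167. Relative to untreated *fra2*Δ it is 3.49-fold and the seventh highest ratio, with *CUP1-1* first at 27.9 and *HMX1* the third at 5.59. The log2 change within *fra2*Δ was 1.81 (standard error 0.131, adjusted p = 1.0e-08 from limma). Without a minimum on the untreated level, *HIS3*, whose reads are nearly absent from the wild type libraries, has the highest ratio between the untreated strains (1251).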

Additionally, *LSO1* is the second most highly de-repressed transcript in *fra2*Δ and the second most highly induced by copper-BPQ in *fra2*Δ (Tables S3 and S5). Downregulation of genes under these conditions is noted in Tables S4 and S6. Deduced Lso1 is 93 residues in length and *YJR005C-A* was first annotated in 2003 (Brachat *et al*., 2003), and hence absent from earlier micro-arrays used to identify the Aft-regulons. 

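In RefSeq R64 *YJR005C-A* is a single coding exon of 282 bases (X, 448477 to 448758, minus strand) that encodes 93 residues. *YGR169C-A* is a single coding exon of 279 bases (VII, 836387 to 836665, minus strand) that encodes 92 residues.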

A paralogue of Lso1 encoded by *YGR169C-A*, designated Lso2 and 92 residues long, does not respond to copper-BPQ, is unaltered in *fra2*Δ (GEO accession: GSE54045), and the gene does not possess a candidate Aft binding site. 

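*LSO2* had 213 ± 11.7 RPKM (SD, n = 3 cultures) in untreated wild type, 205 ± 10.9 in copper alone and 230 ± 8.94 in copper-BPQ. The log2 change in copper-BPQ was 0.11 (standard error 0.0831, adjusted p = 0.333 from limma). In *fra2*Δ it had 190 ± 16.0 RPKM without treatment, 203 ± 20.4 in copper alone and 160 ± 13.2 in copper-BPQ. Between the untreated strains the log2 change was -0.17 (standard error 0.0831, adjusted p = 0.111 from limma), and within *fra2*Δ it was -0.24 in copper-BPQ (adjusted p = 0.0342, under 2-fold). With the replicate number as a block these adjusted p-values were 0.289, 0.0860 and 0.0239. No match to the Aft1 consensus was found in the 1000 bases before the start codon of *LSO2*, against 1 for *LSO1*.

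**Figure D3:**
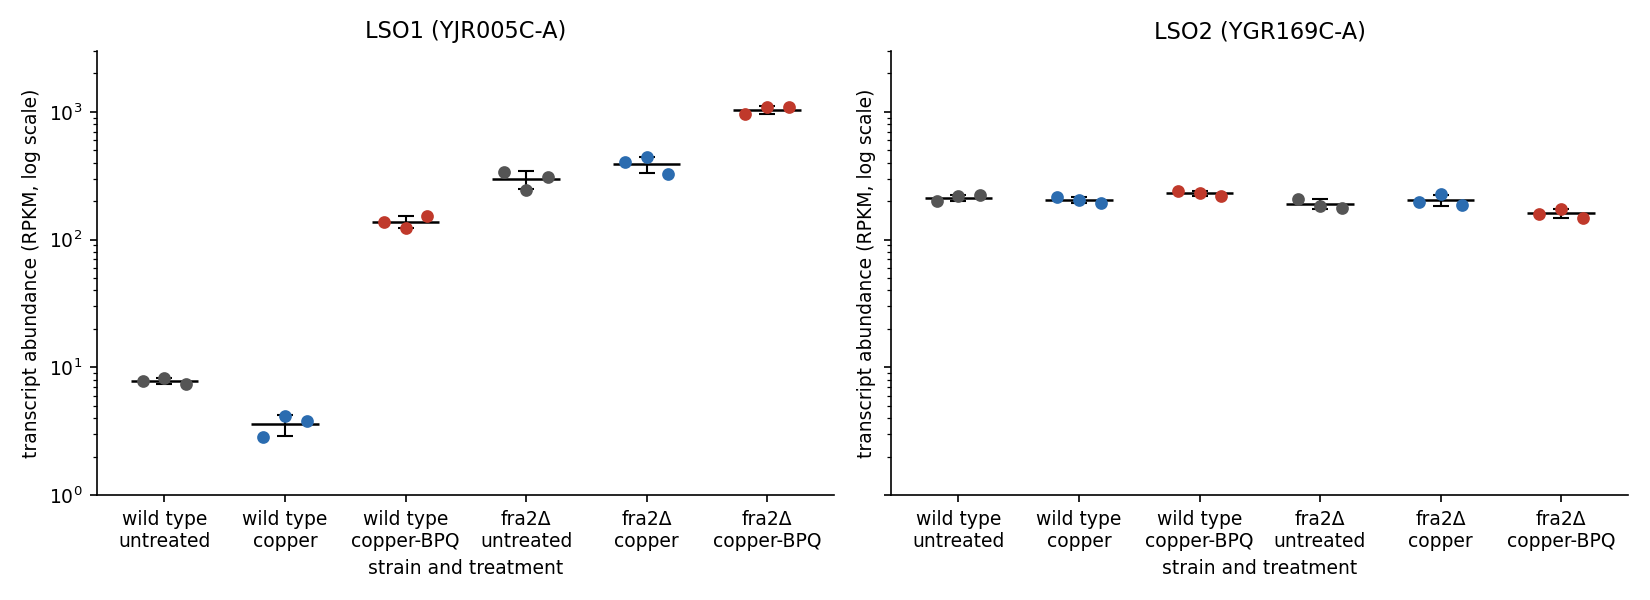
Transcript abundance in RPKM (y axis, log scale) of *LSO1* (left panel) and *LSO2* (right panel) in each culture by strain and treatment (x axis). Points are cultures, lines are means and bars are SD (n = 3). *LSO1* means run from 3.60 to 1040 RPKM and *LSO2* means from 160 to 230 RPKM.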

One suggestion is that Lso1 is an iron-sparing replacement of Lso2.

Figure 11B summarizes pathways of regulation in response to changing iron status whose contributions are enumerated in the present work. 

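Without treatment the 17 Aft1/2 genes were on average 2.31 higher in *fra2*Δ than in wild type on the log2(RPKM + 1) scale (standard error 0.0794, exact permutation p = 0.1, range 2.25 to 2.36 with each culture left out). The increases in the untreated mutant ran from 1.03 for *HMX1* to 5.31 for *FIT1*, with 17 of 17 genes called by limma. Exposure of wild type to copper-BPQ gave 2.55 for the same genes.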

First, Fra2 (mechanism 1 on Fig. 11B) clearly plays a dominant role in basal repression of the Aft1/2 regulons in aerobic fermentative iron-replete cultures (Fig. 10B and C, and Fig. 11A). However, the kinetics of induction of iron uptake after exposure to copper-BPQ are similar in the presence or absence of Fra2 (Fig. 10C), and the magnitude of Fra2-independent induction of most targets is ∼ equal to/ or greater than the de-repression seen in *fra2*Δ (Fig. 11A). 

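The fraction of abundance already present in untreated *fra2*Δ was at or under 0.5 for 7 of the 17 Aft1/2 genes when taken of the whole abundance in copper-BPQ, and for 10 of the 17 when taken of the increase over untreated wild type. On the log2 scale the mean increase in copper-BPQ over the untreated culture of the same number was 1.04 in *fra2*Δ (SD 0.122, 3 pairs) and 2.55 in wild type (SD 0.133, 3 pairs). The increase was smaller in every *fra2*Δ pair than in every wild type pair (exact permutation p = 0.1, two-sided, the smallest possible). The paper chose these genes for their increase in wild type, which favours a larger increase there.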

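In *fra2*Δ *GRX4* was at 73.4 ± 2.96 RPKM (SD, n = 3 cultures) without treatment and 23.1 ± 2.00 in copper-BPQ. Its log2 change was 0.14 between the untreated strains (standard error 0.0730, adjusted p = 0.127 from limma) and -1.63 on exposure of *fra2*Δ to copper-BPQ (standard error 0.0730, adjusted p = 1.5e-11), against -1.11 in wild type. The difference between the strains in this response was -0.52 (standard error 0.103, adjusted p = 0.00767 from limma's interaction test), under the 2-fold threshold. *CCC1* fell by 1.34 and *TYW1* by 1.28 in *fra2*Δ.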

Second, because Yap5 regulates *GRX4*, which is in turn a component of the regulation of Aft1/2 (mechanism 2 on Fig. 11B), its response to mitochondrial iron–sulphur cluster status could also indirectly contribute to modulation of the Aft-regulons, but the data here are consistent with a view that the magnitude of regulation of *GRX*4 by Yap5 under these conditions is modest (Fig. 10A).

Mutants deficient in *CTH2* are known to show a ∼ 2-fold increase in abundance of Cth2 target transcripts under iron-limiting conditions compared with wild-type (Puig *et al*., 2005). 

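As ratios of RPKM, the 8 Cth2 genes in untreated *fra2*Δ lay between 0.355 (*CYC1*) and 1.67 (*ACO1*) of untreated wild type, with SDs over 3 cultures of 0.0696 and 0.0973. *LEU1* was at 0.433 (SD 0.0465) and *ERG11* at 0.551 (SD 0.0489). The mean log2 difference of the set was -0.58 (standard error 0.0220, exact permutation p = 0.1).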

Consistent with these findings, there is a comparable ∼ 2-fold decrease in the abundance of Cth2 target transcripts in *fra2*Δ (Fig. 11A, inset). This also matches the observation that *CTH2* expression in response to copper-BPQ is highly dependent (0.82 as a proportion) upon Fra2 (Fig. 11A, main panel). However, exposure to copper-BPQ causes the Cth2 target transcripts themselves to decrease substantially further (Fig. 11A, inset). 

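*CTH2* had 378 ± 27.4 RPKM (SD, n = 3 cultures) in untreated *fra2*Δ, close to the 373 ± 17.3 of wild type exposed to copper-BPQ, and 453 ± 37.1 in *fra2*Δ exposed to copper-BPQ. The log2 change in copper-BPQ was 3.11 in wild type (standard error 0.110, adjusted p = 4.6e-13 from limma) and 0.26 in *fra2*Δ (adjusted p = 0.0883). The difference between these responses was -2.85 (standard error 0.156, adjusted p = 1.5e-09 from limma's interaction test), the largest decrease among the 33 features whose log2 response to copper-BPQ was called smaller or more negative in *fra2*Δ.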

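In copper-BPQ the mean log2(RPKM + 1) of the 8 Cth2 genes was 4.38 (SD 0.02, n = 3 cultures) in *fra2*Δ and 5.39 (SD 0.07, n = 3) in wild type, from 6.38 (SD 0.04) and 6.95 (SD 0.01) without treatment. The decrease within *fra2*Δ, -2.00 (standard error 0.0249), compares with -0.58 between the untreated strains. *ERG11* was the only gene of the 8 whose response differed between the strains by more than 2-fold, at -1.12 (standard error 0.110, adjusted p = 5.0e-06 from limma's interaction test).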

Notably several of these transcripts encode enzymes of metabolic pathways which require iron–sulphur clusters and/or are subject to metabolite repression. For example, transcription of *LEU1* is regulated by Leu3 which requires α-isopropylmalate as a co-activator. In turn, α-isopropylmalate is an intermediate in branched chain amino acid biosynthesis and its production depends on the activity of Ilv3, an iron–sulphur cluster enzyme, one of the other Cth2 targets (Fig. 11A, inset). Lysine (Fig. 8B), and ergosterol pathways (also represented by genes in Fig. 11A, inset) also include iron-dependent enzymes and iron responsive genes, and additional regulation at the level of metabolite repression may also operate. Such control via levels of iron-dependent metabolites exemplifies so-called ‘iron-regulation by the back-door’ (Shakoury-Elizeh *et al*., 2004; 2010; Hausmann *et al*., 2008; Ihrig *et al*., 2010). The data presented here suggest that this process dominates repression of this subset of transcripts in Fig. 11A (inset), relative to regulation via Cth2 (mechanism 5 versus mechanism 4 in Fig. 11B).

In perspective, the robust copper-resistance mechanisms of *S. cerevisiae* (by-passed by BPQ) serve to protect iron–sulphur clusters. In prospective, the anticipated but unknown contributions of the newly documented candidate Aft and Cth2-targets to iron sparing are tantalizing. The notion that Lso1 substitutes for the yet to be discovered function of Lso2 when iron is limiting, awaits exploration.

## Experimental procedures

### Yeast strains, culture conditions and reagents

The yeast strain BY4741 (MATa, *his3*Δ*1*, *leu2*Δ0, *met15*Δ*0*, *ura3*Δ0) was used throughout this study, knockout mutants (generated by disruption with kanMX4) in the same genetic background were obtained from EUROSCARF or Thermo Scientific Life Science Research. Cells were cultured in YPAD (standard YPD with the addition of 30 mg l^−1^ adenine) and minimal media (yeast nitrogen base without amino acids, 20 mg l^−1^ l-histidine, 60 mg l^−1^ l-leucine, 20 mg l^−1^ l-methionine, 20 mg l^−1^ uracil, 2% w/v d-glucose). For all experiments involving growth in liquid media, cells were passaged twice through YPAD before inoculation to OD_600_ = 0.1 in the experimental media conditions (180 rpm orbital shaking, 30°C). For spotting assays cells were passaged twice through YPAD, inoculated to OD_600_ = 0.1 in YPAD and cultured for ∼ 5 h. This mid-log culture was used to produce a 1 in 10 dilution series in YPAD and 5 μl of each dilution was inoculated onto agar plates. YPAG plates contained 3% v/v glycerol instead of 2% w/v d-glucose. Plates were incubated at 30°C and anaerobic conditions were created using the BD EZ Anaerobe Pouch System. Solutions of metal salts were verified by ICP-MS. BPQ was solubilized in DMSO.

### Quantification of cellular metal contents

Following culture under the conditions described in the respective figure legends, cell numbers, total cell volume and average cell volume were recorded using an Innovatis Casy Model TT Cell Counter and Analyzer. Cells were pelleted and washed twice with 50 mM Tris pH 7.5, 0.5 M sorbital, 0.1 mM EDTA before digestion with suprapur 65% v/v HNO_3_. Metal contents were determined by ICP-MS. Exposure to [CuSO_4_] and [BPQ] were selected to give approximately 50% growth inhibition of wild type cells. Exposure to these concentrations of CuSO_4_ or BPQ alone gave negligible inhibition of growth.

### Mitochondrial extraction and metal content

Cells were cultured for 5 h in liquid YPAD supplemented with or without 100 μM CuSO_4_ and 1.7 μM BPQ. The crude mitochondrial fraction was isolated (Meisinger *et al*., 2006), and the protein content of extracts estimated by Bradford assay. Mitochondrial extracts were flash frozen in liquid nitrogen and stored at −80°C until required. Frozen mitochondrial preparations were subsequently thawed and pelleted before digestion with suprapur 65% v/v HNO_3_. Metal contents were determined by ICP-MS.

### UV-vis spectroscopy

A solution of BPQ in 10 mM HEPES pH 7.8, 20 mM NaCl, 80 mM KCl, 5 mM hydroxylamine or YPAD (as described in text) was titrated with a solution of Cu(I) produced by reduction of CuSO_4_ with hydroxylamine. A solution of 1 mM CuSO_4_ in 10 mM HEPES pH 7.8, 20 mM NaCl, 80 mM KCl, 5 mM hydroxylamine was prepared and allowed to stand for 10 min (Zimmermann *et al*., 2012). Spectra were recorded on a Perkin Elmer λ35 UV-vis spectrophotometer and experiments were performed aerobically. Analogous experiments were carried out anaerobically using CuCl prepared as described previously (Dainty *et al*., 2010), to yield similar results. For each method, prepared Cu(I) was reacted with bathocuproine disulphonate to confirm > 95% Cu(I). To follow the formation of (BPQ)_2_Cu(I), CuSO_4_ was added to an aerobic solution of BPQ in 10 mM HEPES pH 7.8, 20 mM NaCl, 80 mM KCl and A_505_ monitored.

### [(BPQ)_2_Cu]BF_4_ synthesis and crystallography

A solution of [Cu(MeCN)_4_]BF_4_ (0.064 g, 0.2 mmol) in methanol (5 ml) was added to a solution of BPQ (0.06 g, 0.2 mmol) in methanol (5 ml), upon which the solution immediately turned dark red. Single crystals were obtained by diffusion of CCl_4_ into the solution of [(BPQ)_2_Cu]BF_4_ in methanol. Diffraction data (1 Å resolution) was collected on a Bruker MicroStar with rotating copper anode. The structure was determined using SHELXD (Sheldrick, 2008), *OLEX2* (Dolomanov *et al*., 2009), and refined with rigid bond restraints as implemented in SHELXL to a final R-factor of 0.058 (Thorn *et al*., 2012). Further details of the data collection and refinement parameters are summarized in the supporting methods and Table S8 respectively.

### Detection of BPQ by LC-MS

Mitochondrial extracts (100 μl) were thawed, pelleted by centrifugation (12 000 *g*, 15 min), mixed (1 h) with 250 μl methanol and supernatant collected (18 000 *g*, 5 min), and diluted to 3 mg ml^−1^ with methanol. Samples were separated on a C8 column (Phenomenex, 3 μm particle size, 100 mm length, 2 mm internal diameter) with a gradient of acetonitrile and 0.1% v/v formic acid. Positive ions were detected using a Q-Tof Premier mass spectrometer (Waters/Micromass) following ionization by electrospray. Ion chromatograms were generated for m/z 298.128 (± 10 mDa).

### Reverse-transcription PCR and RNA-seq

Following culture under the conditions described in the respective figure legends total RNA was extracted (Ambion PureLink RNA Mini Kit or using hot acidic phenol) and cDNA produced as described previously (Dainty *et al*., 2010). Transcript abundance was assessed by PCR using primers listed in Table S7 (which lists the number of amplification cycles), each pair designed to amplify ∼ 300 bp. RNA-seq was performed by BaseClear (Leiden, The Netherlands), using RNA samples produced as described above. Cells, wild type or *fra2*Δ, were cultured for 5 h in liquid YPAD supplemented with or without 100 μM CuSO_4_ and 1.7 μM BPQ, or 100 μM CuSO_4_ alone. Experiments were performed in triplicate and expression values, expressed as reads per kilobase per million (RPKM), were compared with those for wild type untreated cells. Changes in transcript abundance were considered significant if 1 SD > 2-fold (positive or negative) change.

### Aconitase activity assay

Following culture under conditions described in figure legend, cell lysate (from 100 ml culture) was prepared and aconitase activity assayed by following NADPH formation from *cis*-aconitate with isocitrate dehydrogenase as described elsewhere (Pierik *et al*., 2009).

### Mitochondrial superoxide assay

Cells were cultured (100 ml, 5 h) in the presence and absence of 100 μM CuSO_4_ and 1.7 μM BPQ. Following harvest, wash with ddH_2_O and suspension in 500 μl 50 mM Tris pH 7.5, cell numbers were recorded using a Innovatis Casy Model TT Cell Counter and Analyzer. Sample cell numbers were normalized before incubation of 10 μl of cell suspension with 6.6 μM MitoSOX (Molecular Probes) in a total volume of 1 ml 50 mM Tris pH 7.5. Reactions were incubated in the dark for 5 min before recording fluorescence using a Cary Eclipse Fluorescence Spectrophotometer (Varian) (PMT voltage = 1000 V, λ_ex_ = 510 nm, λ_em_ = 580 nm).

How the deposited data were processed for this re-analysis (not part of the article)

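RNA-seq values of 18 cultures of *S. cerevisiae* were examined, 3 for each combination of 2 strains (BY4741 wild type and *fra2*Δ) and 3 treatments (none, copper, and copper with BPQ, for 5 h in YPAD). The labels give the copper as 0.1 mM CuSO4 and the BPQ as 1.68 μM, where the paper gives 100 μM and 1.7 μM. According to the labels and the paper, the authors isolated total RNA, had poly(A) RNA captured and libraries prepared with Illumina TruSeq reagents at BaseClear, and had single-end reads made on an Illumina HiSeq instrument, with some libraries sequenced again. The authors mapped the reads and deposited, for each library, an RPKM value (reads per kilobase of feature per megaread mapped) for each feature. The aligner, the genome build, the annotation, any filter and the treatment of reads that map to several places are not stated in the paper's text or the labels. No raw reads were used here, and the supplementary tables of the paper were not used here.

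Features were matched by name to RefSeq R64, in which all coordinates are given (1-based). A total of 6105 (96.2%) were matched, of which 5896 are protein-coding, and 244 were not matched. The number of mapped reads of each library was recovered from the RPKM values, because the product of RPKM and exon length is a whole multiple of a fixed step. This held for 99.6 to 99.9% of the genes with up to 1000 reads. The totals were 15.3 to 30.2 megareads, so that 1 read on a feature of 1 kilobase corresponds to an RPKM of 0.0331 in the largest library and 0.0652 in the smallest. Values of untreated cells near these steps rest on few reads.

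Values were transformed as log2(RPKM + 1) and tested with limma 3.58.1 in R 4.3.3 (lmFit with a mean for each of the 6 conditions, eBayes with trend) over 6034 features with an RPKM of at least 1 in at least 3 libraries. The comparisons were copper-BPQ against untreated and copper against untreated in each strain, *fra2*Δ against wild type without treatment, and the difference between the strains in the response to copper-BPQ. A feature was called when its Benjamini-Hochberg adjusted p was under 0.05 and its log2 change was at least 1 in size. Methods for counts were not used for the main results, because only RPKM values were examined. Limma voom and thinning were run only as alternatives, on reads recovered from the RPKM values. The limma test was tested on simulated values with 200 changed genes, drawn only from those with a log2(RPKM + 1) above 3 in untreated wild type. Recovery of genes of lower abundance was not tested. It called 199 of 200 genes that changed by log2 1.5, 199 that changed by log2 2 and 200 that changed by log2 3, and 0 unchanged genes were called, although by adjusted p alone 5.21 to 5.69% of the calls were false.

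Sets of genes were taken from the paper: 17 Aft1/2 and 8 Cth2 genes (Fig. 11A), 3 Ace1 and 4 Mac1 genes (Tables 1 and 2), 3 Yap5 genes and 9 candidate Cth2 targets (text). Apart from the Yap5 genes, the paper chose these by their change in wild type exposed to copper-BPQ. The thresholds were 4.5-fold for Tables 1 and 2 and 2-fold for the others. Results of these sets in that comparison follow in part from the choice. For each culture the mean log2(RPKM + 1) over the set was compared by an exact permutation test, two-sided, with a smallest p of 0.1. The alternative called the median over genes is the median of log2(RPKM + 1) in each culture, not of the genes' changes. With the replicate numbers of the labels as pairs, the mean of the 3 differences was tested by exact sign flips, with a smallest p of 0.25. The paper's rule (a change exceeding 2-fold by 1 SD) was applied to ratios of RPKM with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Slopes are least squares fits of log10 ratios, and fractions are the mean RPKM of untreated *fra2*Δ over that of *fra2*Δ exposed to copper-BPQ. The octamers TTATTTAT and TATTTATT were searched in the 300 bases after the stop codon, and the Aft1 consensus of the paper in the 1000 bases before the start codon, with two-sided Fisher's exact tests. Lists of genes from the annotation were placed among 10000 random lists of the same size matched on mean expression.

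Genes are named in the text by a rule: every gene that the paper names in its RNA-seq text, in Tables 1 and 2 or in Figs 9 to 11, *FRA2*, the markers deleted in BY4741, and for each comparison the 5 largest increases and 5 largest decreases among called genes that changed the same way in every treated against every control library. The separation of libraries does not apply to the difference between strains. Outside this rule, features past 4.5-fold in copper-BPQ, genes of the mitochondrial chromosome and the neighbours of *HIS3* are named where a count or a check refers to them.

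Alternatives to these choices were the normalization (quantile, and median-ratio scaling for sets and ratios), the pseudocount (0.1 and 5), the filter (none, or an RPKM of at least 1 in every library), the trend, the fold threshold, the replicate number as a block, a fit to the compared conditions only, the median over genes, the definition of fractions and of the paper's rule, the motif windows, and leaving out each culture in turn. Further alternatives, chosen after seeing the data, left out features at 0 in all 12 untreated and copper-BPQ libraries, limited the test to protein-coding genes, used limma voom on the recovered reads, corrected for GC content and gene length (also with the replicate block), thinned every library to the reads of the smallest, and took same-numbered ratios for the slopes and the median fraction.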

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

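In this part, the tests of how the copper-alone values were made, of features listed only in those libraries, of a few genes taking most of the reads, of the likeness of copper and copper-BPQ changes, of the *HIS3* signal (except that of library size), of a loss of mitochondrial DNA, and of splits after removal of strain and treatment means were chosen only after the result was seen.

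The libraries of cells exposed to copper alone list features that the text of the paper does not discuss. There are 183 noncoding features at 0 in all 12 untreated and copper-BPQ libraries and above 0 in all 6 copper libraries, and 0 with the reverse pattern. A candidate explanation is that the authors made the values of these 6 libraries in another way, for example with another annotation or another choice of reads, and the 183 features are what that would give, although they are also how the pattern was noticed. All 360 features named as small nucleolar RNAs, transfer RNAs or parts of the ribosomal DNA are at exactly 0 in the other 12 libraries. Growing cells contain such RNAs, so for the list of features a response to copper is not a candidate. For the changes of the genes that all libraries list, the way the values were made and the exposure to copper coincide and cannot in general be told apart. The named Ace1 and Mac1 sets are an exception. In wild type the Ace1 set rose by 1.60 in copper alone and the Mac1 set fell by 2.83. The copper-BPQ libraries, which list features as the untreated ones do, showed the same directions (3.53 and -3.33). For these sets this argues against the way the values were made as the source of the directions. Sequencing done apart for these 6 libraries was not tested.

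In *fra2*Δ exposed to copper alone, a comparison for which the text of the paper lists no genes, 353 features were called up and 205 down against untreated *fra2*Δ (353 and 205 with the replicate number as a block, pairing check 0.102 for the same number and -0.0543 for different numbers). In wild type the counts were 347 and 171, with 279 features up and 120 down in both strains, of which 101 and 120 are protein-coding. For the wild type calls, leaving out the features at 0 in the other 12 libraries gave 307 in place of 518, so the features listed only in copper account for part of the calls and not for the rest. Among protein-coding genes alone 304 were called, and in that list correction for GC content and gene length gave 305 and thinning every library to the smallest gave 309. The correction left the total near 304 but moved the calls from 136 up and 168 down to 164 up and 141 down. The median log2 change of protein-coding genes was -0.0439, so a few genes taking most of the reads did not shift the others. The lowest copper library had 3.83 times the *CUP1-1* RPKM of the highest untreated library in the strain where this ratio was smaller, which is against exchanged labels. Changes in copper alone and in copper-BPQ, both of which deliver copper, correlated across genes at a Spearman rho of -0.334 in wild type, and genes are not independent replicates. Outside the Ace1 and Mac1 sets, a response to copper itself could not be separated from another way of making the values. The pattern as a whole therefore cannot be told apart from that explanation. Of the 10 splits of the 6 wild type libraries, 1, the real one, gave as many calls, and the same held for the 10 splits of the 6 *fra2*Δ libraries. In each strain 4 of the 10 splits part all 3 same-numbered pairs, and of these only the real one gave as many calls. The other 6 splits keep some same-numbered libraries together, and with 10 splits the share is never under 0.1. Every split but the real one mixes copper and untreated libraries in both groups. Their real difference then enters the spread and works against calls, so the splits say little about chance.

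*HIS3* carries the deletion *his3*Δ*1* in BY4741, and the text of the paper does not mention its transcript (the supplementary tables were not used here). Its log2 change between untreated *fra2*Δ and untreated wild type was 6.24 (standard error 0.112, adjusted p = 1.9e-17 from limma), the largest increase in that comparison. It was at 29.9 to 97.7 RPKM in 9 of 9 *fra2*Δ libraries, with at least 424 reads, and at 0 to 0.126 RPKM in wild type, with at most 2 reads. Reads from a strain with intact markers would carry *LEU2*, *URA3* and *MET17*, which were at 0 RPKM in every *fra2*Δ library. A mixed or exchanged sample would carry *FRA2*, which was at no more than 0.182 RPKM in *fra2*Δ. The neighbouring genes *MRM1* and *DED1* changed by at most log2 0.13, so reads shared with them do not account for it. Library size does not either, since 449 reads would be expected in the smallest untreated wild type library at the level of untreated *fra2*Δ. A hypothesis that remains is that the *fra2*Δ strain carries a *HIS3* sequence that BY4741 lacks, and another is that a segment left by the *his3*Δ*1* allele is transcribed in *fra2*Δ and not in wild type. A value per gene does not show where in the gene its reads lie. The paper states that its knockout mutants were made with kanMX4, which gives no source for *HIS3*, and neither hypothesis was tested further. A strain difference of this kind cannot be told apart from the loss of *FRA2* in comparisons of the strains.

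Of the 19 protein-coding features on the mitochondrial chromosome, 14 were above 0 in at least 1 wild type library and at 0 in every *fra2*Δ library. Reads on mitochondrial features were few in these poly(A)-captured libraries, from 3 to 347 in a wild type library and at most 1 in a *fra2*Δ library. In untreated cultures 1, 2 and 3 the reads were 26, 20 and 20 in wild type and 0, 1 and 0 in *fra2*Δ. Library size was tested by the reads expected in the smallest *fra2*Δ library at the lowest share seen in wild type, which were 3.54, more than were found. The copper-alone values are not the source either, since 8 of the features were above 0 in wild type copper libraries. A loss of mitochondrial DNA from the *fra2*Δ strain could give such values. Only 2 detected features, *COX1* and *ATP6*, were above 0 in a *fra2*Δ library, with 1 read each. Single reads neither show nor exclude mitochondrial DNA in the strain. The pattern therefore cannot be told apart from a change in mitochondrial transcripts. This bears on Fra2, because cells without mitochondrial DNA would differ from wild type in more than *FRA2*.

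The response to copper-BPQ differed between the strains by limma's interaction test for 2 features with a more positive and 33 with a less positive or more negative log2 change in *fra2*Δ (adjusted p under 0.05, at least 2-fold), and for 2 and 36 by unadjusted p under 0.05. With the replicate number as a block, from the labels, the counts were 2 and 34. The 2 features were *FRE7* (difference 2.20, adjusted p = 0.00721, but 0.0836 with only the compared groups in the fit), which fell in both strains and by less in *fra2*Δ, where its untreated level was low and uneven (17.1, 17.4 and 58.8 RPKM), and *HO* (1.15, adjusted p = 0.000152), which went to 0.591 of the untreated level in wild type and to 1.40 in *fra2*Δ. Among the 33 were *CTH2* (-2.85), *FIT2* (-2.72), *FIT1* (-2.66), *ARN2* (-2.48) and *FIT3* (-2.43, adjusted p = 6.1e-07), and 11 of the 33 are in the Aft1/2 set. Quantile normalization gave 29 calls in all, against 35. Among protein-coding genes alone thinning gave 36 and correction for GC content and length 31, against 36, so none of these accounts for the difference. Of the 33, 30 had a positive log2 change in wild type exposed to copper-BPQ, not all of them called, and 19 were at least log2 1 higher in untreated *fra2*Δ than in untreated wild type. A higher starting level could limit the further increase of some of these 19, but untreated *fra2*Δ enters both quantities, so for those that rose in both strains the pattern cannot be told apart from that explanation. Of the 33, 9 changed in opposite directions in the strains, some of them among the 19, and a limit on the increase would not give a fall. These 9 were classed by sign alone, with log2 changes in *fra2*Δ from -0.69 (*BTN2*) to -0.05 (*ADR1*), all under 2-fold. They therefore weigh little against that explanation. *HIS3*, also among the 19, has almost no reads in wild type. Of 100 splits of the 12 libraries drawn at random, 14 gave as many calls, up to 1111. Of the 17 splits that part 6 same-numbered pairs as the real one does, 7 gave as many. These splits mix the strains, and the strain difference enters their counts, while the other 83 also keep some same-numbered libraries together. After the strain and treatment means were removed, 1 of the 100 splits, the real one, gave as many calls, and the highest of the others gave 16. The difference between the strains in response still enters the spread of the other splits, which works against their calls.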

How the results depend on the processing

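The comparisons, thresholds, gene sets and most alternatives were set before the data were examined. The alternatives chosen after seeing the data were leaving out features at 0 in all 12 untreated and copper-BPQ libraries, protein-coding genes only, limma voom on recovered reads, correction for GC content and length, that correction with the replicate block, thinning, and same-numbered ratios for the slopes and the median fraction. Apart from limma voom and thinning on recovered reads, tests and normalizations on counts were not run, because only RPKM values were examined. A limit to uniquely mapped reads was not run for the same reason. For the changes below the cause was not tested.

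Of 252 alternative counts of genes up and down, 223 stayed within 1.5 times the count reported. Without the fold threshold the counts up and down were 1633 and 775 (wild type, copper-BPQ), 1513 and 1688 (wild type, copper), 1294 and 1246 (*fra2*Δ against wild type), 1022 and 765 (*fra2*Δ, copper-BPQ), 1556 and 1860 (*fra2*Δ, copper) and 35 and 236 (difference between strains). Quantile normalization raised the number down in copper to 378 in wild type and 343 in *fra2*Δ. The number up in copper, 347 in wild type and 353 in *fra2*Δ, fell to 132 and 165 with an RPKM of at least 1 in every library, 136 and 170 without features at 0 in the other libraries, 136 and 170 with protein-coding genes only, 158 and 189 with voom, 164 and 189 with correction for GC content and length (164 and 189 also with the replicate block), and 139 and 172 with thinning. The fits with voom, the correction and thinning were made on protein-coding genes, so their counts compare with 136 and 170. With only the compared groups in the fit, 1 feature in place of 2 had a more positive response in *fra2*Δ, since *FRE7* was no longer called (2.20, adjusted p = 0.0836 from limma).

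With each culture left out, the counts up and down ranged from 97 to 111 and 44 to 49 (wild type, copper-BPQ), 325 to 364 and 157 to 190 (wild type, copper), 121 to 148 and 56 to 78 (*fra2*Δ against wild type), 38 to 46 and 73 to 86 (*fra2*Δ, copper-BPQ), 313 to 381 and 182 to 220 (*fra2*Δ, copper) and 2 to 3 and 25 to 40 (difference between strains, 12 fits).

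Of 330 alternative set differences 320 kept their direction and kept or still lacked a complete separation of the cultures, which is the condition used for sets because their smallest p, 0.1 or 0.25, cannot pass 0.05. Among these were all of those of the Aft1/2, Ace1 and Mac1 sets in copper-BPQ and of the Cth2 set in the 5 comparisons. With the median over genes the Aft1/2 difference in copper was -0.13 in wild type (exact permutation p = 0.4) and 0.22 in *fra2*Δ (exact permutation p = 0.2). Here and below this median is of log2(RPKM + 1) in each culture, so it is not the middle of the genes' changes. The Ace1 difference between the untreated strains was 0.10 between same-numbered cultures (exact sign-flip permutation p = 0.25) and ranged from 0.06 to 0.15 with each culture left out, and the Yap5 difference ranged from -0.054 to -0.0052. The candidate Cth2 set in copper reversed to -0.23 in wild type with the median over genes. In *fra2*Δ it was -0.22 with the median over genes, reversed to 0.034 with median-ratio scaling, and ranged from -0.062 to 0.013 with each culture left out. Ranges with each culture left out were 2.50 to 2.60 for the Aft1/2 set and -1.60 to -1.54 for the Cth2 set in wild type exposed to copper-BPQ, and 1.01 to 1.09 and -2.02 to -1.98 in *fra2*Δ.

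The paper's rule gave 134 up and 56 down with no SD condition, and 55 down when only an SD below the mean was required, against 88 and 35, and ranged from 85 to 98 up and 33 to 43 down with each culture left out. The slope of the iron genes ranged from -0.1799 to -0.1538 and that of the copper genes from 0.661 to 0.679. The median fraction was 0.443 as an increase over untreated wild type, 0.882 with the wild type denominator, and 0.512 to 0.540 with each culture left out. All 6 alternative motif counts stayed on the same side of the threshold.

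Of 2058 alternative values of single genes, 2027 kept their direction and side of the threshold, 9 were weaker and 16 stronger. The other 6 are those of *DPH2* between the untreated strains, 0.01 as reported, which reversed to -0.013 with quantile normalization and -0.17 with correction for GC content and length (-0.17 with the replicate block as well), and ranged from -0.061 to 0.085 with each culture left out. The weaker values include *HMX1* between the untreated strains (0.86 after correction for GC content and length) and *YBR200W-A* (2.32 with a pseudocount of 0.1, adjusted p = 0.0642 from limma). Of 184 alternative fold changes of single genes 25 moved by more than 1 SD, and of 153 alternative fractions 30 did. The smaller depth of the copper libraries of wild type limits what can be said of transcripts near an RPKM of 1.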

Differences from the paper's values

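The fraction of *HMX1* abundance present in untreated *fra2*Δ relative to *fra2*Δ exposed to copper-BPQ was 0.179, against the paper's 0.1, which the paper words as a proportion of the total induction. Of the alternatives set before the data were examined, taking the fraction of the increase over untreated wild type gave 0.103 and closed the gap. Copper-BPQ exposed wild type as the denominator (0.228), median-ratio scaling (0.183) and leaving out each culture (0.157 to 0.202 over 6 fits) did not. A gap counts as closed when the values are within 1.5 times of each other or within the SD. For *FTR1* the fraction was 0.298, against the paper's about 0.19 in Fig. 11A, read by eye. The increase over untreated wild type (0.191) and leaving out untreated *fra2*Δ culture 1 (0.284) closed the gap. The wild type denominator (0.348), median-ratio scaling (0.307) and leaving out any of the other 5 cultures (0.291 to 0.317) did not. For *FRE2* it was 0.334, against the paper's about 0.22 in Fig. 11A, read by eye. The increase over untreated wild type (0.215), leaving out untreated *fra2*Δ culture 3 (0.316) and leaving out copper-BPQ exposed *fra2*Δ culture 3 (0.283) closed the gap. The wild type denominator (0.736), median-ratio scaling (0.344) and leaving out any of the other 4 cultures (0.339 to 0.377) did not. With the increase over untreated wild type, none of the 17 Aft1/2 fractions differs from the paper's by this measure.

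Ratios between cultures of the same number, an alternative set before the data were examined for the paper's rule, differ from the 23 means of Tables 1 and 2 by at most 0.429%, and ratios to the untreated mean by up to 6.30%. With same-numbered ratios 78 features rose and 37 fell by the paper's rule, against 88 and 35.

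The paper places *LSO1* second among the transcripts raised in *fra2*Δ, without treatment and in copper-BPQ, and its methods take untreated wild type as the reference. On that reference *LSO1* was 2nd in both among features with an untreated mean of at least 1 RPKM, and 3rd when *HIS3*, below that minimum, was included. The paper counts *LSO2* as without response, and its log2 change in *fra2*Δ exposed to copper-BPQ was -0.24 (adjusted p = 0.0342 from limma, under 2-fold).

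The paper gives the Aft1/2 and Ace1 regulons the leading place among raised transcripts. They are 15 of the 20 largest increases by limma and 20 of the 88 features (22.7%) past the paper's rule, counting only the named genes. The paper's list of characterised transcripts changed by 4.5-fold omits the mitochondrial *COX3* (18.4), *COX1* (13.5), *COX2* (10.4), *COB* (8.32) and *ATP6* (5.01), which did not pass its rule of 2-fold by 1 SD. Among decreases it omits *PAU9* (from 0.332 to 0 RPKM) and *PAU16* (7.08-fold), which did not pass either. A value of 0 in copper-BPQ leaves *PAU9* without a finite ratio for the rule. The paper has the transcripts of Cth2 targets about 2-fold lower in untreated *fra2*Δ. Here the mean log2 difference of the 8 genes was -0.58, with 6 lower and 2 of these called. *DPH2* hardly changed (1.01-fold), and *ACO1* was higher, by log2 0.74 (adjusted p = 1.3e-06 from limma).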

Other observations

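In this part, the test of genes for ribosomal RNA processing was chosen only after the result was seen.

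The 145 calls in wild type exposed to copper-BPQ were reached by 1 of the 10 splits of the 6 libraries, the real one. The same was true for the 198 calls between the untreated strains (1 of 10 splits) and the 118 calls in *fra2*Δ exposed to copper-BPQ (1 of 10 splits). In each, 4 splits part all 3 same-numbered pairs, of which only the real one gave as many calls, and the other 6 keep some same-numbered libraries together. With 10 splits the share is never under 0.1. Every other split mixes the 2 compared conditions in both groups, so their real difference enters the spread and works against calls. All of these other splits gave 0 calls, and they therefore say little about chance.

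A lower response of the Aft1/2 set to copper-BPQ in *fra2*Δ was tested on the log2 increases themselves. Between cultures of the same number they were 2.47 to 2.70 in the 3 wild type pairs and 0.90 to 1.12 in the 3 *fra2*Δ pairs, lower in 3 of 3 (exact permutation p = 0.1, two-sided, the smallest possible). The set was chosen by the paper for its increase in wild type, which favours this direction. For single genes, limma's interaction test called 11 of the 17 with a smaller log2 change in *fra2*Δ, *ARN2* among them (-2.48, adjusted p = 1.7e-10). In RPKM the genes differ: *FIT1* rose by more in *fra2*Δ (from 348 to 1301) than in wild type (from 7.77 to 209), and *CTH2* by less (from 378 to 453 against 42.8 to 373).

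Annotated genes for ribosomal RNA processing (117 genes) had a median log2 change of 0.77 in wild type and 0.81 in *fra2*Δ exposed to copper alone, at percentile 100 of 10000 random lists matched on expression in both, and of -0.23 in wild type exposed to copper-BPQ, at percentile 0. Annotated stress response genes (177 genes) had medians of -0.12 (percentile 1.66), -0.11 (percentile 5.56) and 0.17 (percentile 99.98) in the same comparisons. The median in copper alone, 0.77, may reflect growth state or the way in which the values of the copper-alone libraries were made. Neither was separated by a test, so the pattern cannot be told apart from that explanation.

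The changes in copper alone correlated between the strains at a Spearman rho of 0.824 across 5654 genes, and those in copper-BPQ at 0.616. The correlation of the changes in copper and copper-BPQ was 0.0194 in *fra2*Δ. Genes are not independent replicates, and changes that share the untreated cultures are not independent of each other.

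Apart from *FRA2*, the genes with the largest decreases between the untreated strains included *YIR042C*, from 27.2 to 3.51 RPKM, *FIG1*, from 6.77 to 0.627 RPKM, *FRE7* (log2 -2.08) and *YPR108W-A* (-1.91). In *fra2*Δ exposed to copper alone the largest decreases were those of *BTN2* (log2 -3.66), *CTR1* (-3.61), *HSP30* (-3.44), *YRO2* (-2.99) and *YNR034W-A* (-2.94), and in wild type *YER053C-A* (-3.51) and *HSP30* (-3.45) followed *FRE1*. The largest values in copper alone after *RUF5-1* and *RUF5-2* were those of *RDN58-1* (10.22 in wild type, 9.41 in *fra2*Δ), *RDN58-2*, *RDN25-2* and *RDN25-1*, which the other 12 libraries list at 0. In *fra2*Δ exposed to copper-BPQ *YOL155W-A* rose by 2.35. Reads on mitochondrial features in wild type exposed to copper-BPQ were 347, 67 and 23 in cultures 1, 2 and 3.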
